# Synchronization of the 12-h circatidal rhythm maintains the kidney through repeated cycles of warm reperfusion in the hibernating ground squirrel

**DOI:** 10.1152/function.015.2026

**Published:** 2026-06-26

**Authors:** Austin E. Gillen, David J. Orlicky, Rui Fu, Swati Jain, Alkesh Jani, Sandra L. Martin

**Keywords:** acute kidney injury, biological rhythm, chronic kidney disease, organ preservation, renal transplant

## Abstract

The hibernating 13-lined ground squirrel kidney is a unique natural model of resistance to damage caused by cold storage and warm reperfusion. Over months, the kidney is exposed to cycles between multiday periods of torpor with low perfusion at ice-cold temperature and rapid warm reperfusion during arousals. Serum creatinine accumulates during torpor but normalizes during arousal, and animals emerge each spring with functioning kidneys. After confirming a lack of kidney histopathology in sections from 11 animals that had completed 11–22 torpor-arousal cycles, we collected RNA sequencing (RNA-Seq) data from 32 ground squirrel kidneys representing 6 key transitional time points based on seasonal and torpor-arousal cycle physiology. Hibernation state-specific gene expression changes were identified after removing three informative outliers. Both seasonal and torpor-arousal cycle-specific gene expression changes were found. These differentially expressed genes illuminated molecular mechanisms that mitigate damage while supporting full recovery during each ∼12 h rewarming. As with the response to renal ischemia-reperfusion injury in other species, the arousing hibernator induced immediate early genes during warm reperfusion. But, in the hibernator, this response did not precipitate the gene expression program of maladaptive repair that is characterized by cell death, immune system activation, and fibrosis. Rather, it appears that induction of immediate early genes activated a universal 12-h, “circatidal” rhythm. The efficient unfolding of this rhythm across each arousal from torpor was facilitated by the seasonally changed background primed for rapid cell division and minimal energy consumption. Adaptive repair was achieved, with proteostasis and cell type-specific function restored, assuring that minor damage did not accumulate.

**NEW & NOTEWORTHY** The hibernator kidney exhibits no damage after 10–22 cycles between prolonged cold exposure and rapid warm reperfusion occurring over several months. As found with kidney damage in other species, each rewarming activates an immediate early gene response. Unique to the hibernator, adaptive repair is completed within 12 h, facilitated by rapid activation of the universal “circatidal” rhythm unfolding on a seasonally primed background that assures minimal cell death, rapid cell division, and repair.

## INTRODUCTION

Acute kidney injury (AKI) describes the sudden loss of kidney function, typically characterized by increased serum creatinine and decreased urine output. AKI may either be reversed with kidney function restored or progress to chronic kidney disease (CKD) and renal failure. The chance of functional reversal decreases with increasing intensity and occurrence of injury, i.e., increasing frequency, duration, or severity of insult (1, 2). Common examples in humans and animal models include increasing time after decrease or cessation of blood flow in ischemia-reperfusion injury (IRI) (3, 4), toxin exposure (5), or, in the case of renal transplant, cold storage time (6). Increasing frequencies of AKI, the large burden of chronic kidney disease (7), and the unmet need for transplantable kidneys make it crucial to devise new strategies to prevent the progression of AKI to CKD, as well as to improve graft survival during kidney storage and transplant.

Hibernation is a powerful model with unrealized potential to inform strategies for improving outcomes after AKI caused by ischemia and reperfusion injury and for kidney transplant with prolonged cold storage (8). In the 13-lined ground squirrels (13-LGS) studied here, multiday periods of torpor with ice-cold body temperature (Tb) are interrupted by ∼20 arousals over several months. Arousals are characterized by rapid rewarming to ∼37°C for less than 1 day before torpor reentry (Fig. 1). While in torpor, metabolic rate is 2%–5% of basal, heart rate declines from the euthermic 200–300 to 3–5 beats/min, and respiration decreases from 100–200 to 4–6 breaths/min (9). Animals arousing from torpor exhibit hyperactivation of metabolism, heart, and respiratory rates to rapidly rewarm (10). Although slowed metabolism during entrance into and throughout torpor appears to balance oxygen demand with delivery, the rapid rewarming that drives arousal from torpor begins with low oxygen tension (11) and very high metabolic demand (10)—conditions of IRI, and, in the kidney, AKI. The rewarmed hibernator maintains euthermic body conditions for several hours before initiating the next bout of torpor. In torpor, as in AKI, urine production effectively ceases, and serum creatinine levels increase, but the latter quickly normalizes in arousal (12), consistent with cyclical cessation and then return of renal function (13, 14).

**Figure 1.**
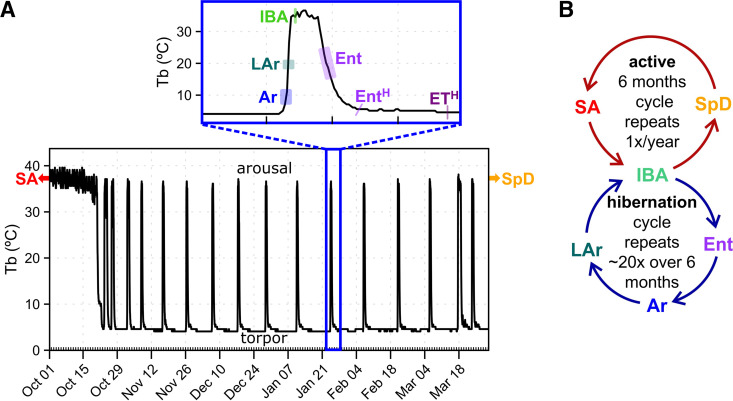
Hibernation rhythms with sample groups. *A*: plot of the body temperature (Tb) of a 13-lined ground squirrel (13-LGS) for 6 mo, from the beginning of October through the end of March, illustrates the heterothermy of hibernation; inner ticks mark days. Torpor, the multiday periods with Tb below 6°C and the short arousal periods that periodically restore Tb to near −37°C are indicated. The homeothermic groups, SA and SpD, precede or follow hibernation, respectively, as indicated by the labeled arrows; their Tb would look like the first week of October on this plot. The enlarged, 4 days inset of the indicated arousal from torpor (blue rectangle) defines the hibernation groups examined by RNA-Seq and histopathology, with highlighted regions showing the average ± SD of Tb (Ar, LAr, and IBA groups) or time (IBA group). Two samples used only for histopathology, one outlier Ent^H^ animal that had cooled below the typical Tb for Ent, and the unique early torpor animal (ET^H^) are indicated; additional animal details are provided in materials and methods and Supplemental Tables S1 and S2. *B*: depiction of two-cycle model of hibernation showing the single seasonal transition (red arrows) with embedded, numerous torpor-arousal cycles (blue). Ar, arousing; Ent, entrance; ET, early torpor; IBA, interbout aroused; LAr, later arousing; SA, summer active; SpD, spring dark.

AKI may resolve in adaptive repair with restored kidney function or progress to chronic injury and renal failure after maladaptive repair. We lack a comprehensive understanding of the key determinants of these dramatically different outcomes (1, 15–17). Recent progress at the cell and molecular level indicates that the metabolically highly active proximal tubule (PT) cells are particularly prone to damage by ischemic events or exposure to toxins and may thus be the primary sensors and effectors in both AKI and progression to CKD (18). Broadly, the early responses to a damaging insult include increased programmed cell death of proximal tubule cells, immune activation, increased DNA damage response, and cell proliferation, which, if maladaptive repair occurs, is followed by myeloid cell activation and pathological fibrosis (4, 15, 16).

Several recent studies have interrogated gene expression changes following injury using RNA-Seq (19, 20), single-nuclei, single-cell, or spatial transcriptomic techniques (17, 21), with a goal of identifying biomarkers and molecular determinants of the pathways to adaptive versus maladaptive repair. Of particular interest, immediate early (IE) response (IER) genes are activated on reperfusion in human (19), *Acomys* (22), and mouse kidneys (20) following injury, regardless of which end point (i.e., functional recovery or renal failure) is achieved. A later common pattern of dynamic gene expression is also associated with immune infiltration and activation, then fibrosis, in kidneys progressing to chronic injury and renal failure (19, 20, 23–25). Yet we still lack a complete understanding of the molecular events, specifically those occurring between the activation of IER genes and the immune-activation/fibrotic pathway, which confer healthy repair and recovery versus failed repair and disease progression.

We first examined 13-LGS kidneys for any evidence of accumulating damage after multiple rewarmings from torpor (IRI-like events). When no evidence of histopathology or immune response was found, we sought to define the protective mechanisms allowing 13-LGS to emerge each spring with a functionally intact renal system. For this, RNA-Seq was used to identify kidney gene expression changes among six groups that captured the most dramatic physiological transitions of hibernation: active animals pre- and posthibernation and hibernators entering, ending (beginning to re-warm), midrewarming, and fully rewarmed from torpor (Fig. 1). Both seasonal and torpor-arousal cycle-specific gene expression changes were found. Working in concert, these DE genes orchestrated adaptive repair of the kidney before the end of each of the many ∼12 h arousals that comprise a hibernation season. Thus, during normal hibernation, the 13-LGS failed to initiate the pathological activation of cell death, immune system, and fibrotic pathways, despite, as demonstrated by an outlier animal, being fully capable of inducing these well-known programs that lead to maladaptive repair and the progression from injury to chronic disease.

## MATERIALS AND METHODS

### Ground Squirrel Kidneys

13-LGS, *Ictidomys tridecemlineatus*, was obtained from the captive breeding colony at the University of Wisconsin, Oshkosh, WI, or from a commercial supplier, TLS Research (Bloomington, IL), as described (26). Assignment to physiological group was based on Tb monitored continuously by iButton and radiotelemetry (27, 28). All animals were anesthetized with isoflurane, exsanguinated, and then perfused through the heart with at least six blood volumes of ice-cold 0.1 M sodium phosphate, pH 7.2, before dissection. Kidneys were frozen in liquid nitrogen and then stored continuously at −80°C until RNA preparation. For histopathology, after clearing the blood, perfusion continued with 2–3 additional blood volumes of 10% formalin as described (28). Kidney pieces were embedded in paraffin after dissection and overnight fixation in 10% formalin at 4°C. Animal metadata are provided in Supplemental Tables S1 and S2. All animal work was approved by the University of Colorado Anschutz Medical Campus Animal Care and Use Committee.

### Histopathology

Five-micron sections were cut from the kidney paraffin blocks and stained in the University of Colorado Cancer Center Research Histology Core with periodic acid-Schiff (PAS) to score total kidney injury (29) and Picrosirius red (PSR) for fibrillar collagen to assess fibrosis (30). Images from PAS staining were collected at ×400 and features scored in Adobe Photoshop while viewing at 100%. The experiment began with *n* = 3 blinded samples in four groups: spring dark (SpD), interbout aroused (IBA), entrance (Ent) (one of these was an outlier, with low Tb, indicated by Ent^H^ in Fig. 1*A*), and a low Tb group with two Ar and one early torpor (ET) animal (Fig. 1, Supplemental Table S2); one of the SpD animals was later excluded because the tissue was inadequately perfused and fixed. For quantification of fibrillar collagen, PSR-stained sections from the same blocks were used to capture 1–3 high-quality ×40 mag (total) images, keying on the cortex and outer stripe of the outer medulla while keeping all camera settings identical. Images were captured on an Olympus BX51 microscope equipped with a 17 mp Olympus DP73 high-definition, color digital camera using CellSens software (Olympus, Waltham, MA). Images were imported into the next-generation Image J software, “SlideBook” (Intelligent Imaging Innovations, Denver, CO). Areas of importance were “segmented,” and then the percent of positive pixels/segmented area was determined by the software. Numbers reported for each animal are the average across all images for that animal (Supplemental Table S2).

### RNA-Seq

Kidneys from six stages representing key transitions of hibernation were used for RNA-Seq: two from the active, i.e., homeothermic, phase (Tb ∼37°C) of the year, summer active (SA, *n* = 6), fattening animals in August, and spring dark (SpD, *n* = 5), still housed in the hibernaculum after apparent emergence from hibernation (homeothermic 3–20 days since last torpor bout) and four from hibernation, i.e., the heterothermic phase of the year based on spontaneous changes in Tb: arousing (Ar, *n* = 5) from torpor with Tb 6.0°C–13.1°C; later arousing (LAr, *n* = 6), ∼45 min after Ar while still actively rewarming from torpor, Tb 16.2°C–21.7°C; interbout aroused (IBA, *n* = 5), within 2–3 h after Tb crossed 30°C during rewarming from torpor; entrance (Ent, *n* = 5) into torpor, Tb decreasing to 11.6°C–27°C after IBA; see also Fig. 1 and Supplemental Table S1. A 50–80 mg fragment of each frozen kidney was homogenized by polytron (Brinkmann) in 1.0 mL ice-cold TriReagent (Sigma). RNA recovered in the aqueous phase was further purified and Dnase treated on an RNAclean and concentrator column (Zymo). The eluted RNA was quantified by Nanodrop, and quality was assessed by Bioanalyzer; RIN values were 8.5 ± 0.7 (Supplemental Table S1). Initially, RNA-Seq data were collected from nine samples, three each from IBA, Ent, and SpD, as depicted in Supplemental Fig. S1, *experiment 1*. These purified RNAs were submitted to Genewiz, Inc. (Plainfield, NJ) for library preparation using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and sequencing (151 nt paired-end reads, collected on an IlluminaHiSeq4000). The demultiplexed fastq files were returned to Colorado for analysis. A second set of 23 samples was added subsequently. These RNAs were converted to libraries (Universal Plus mRNA Sequencing Kit, Nugen) and sequenced (151 nt paired-end reads, collected on an Illumina NovaSEQ 6000) at the University of Colorado Genomics Core (*experiment 2*, Supplemental Fig. S1). The additional samples both increased the sample size for each physiological group and added three new groups (Ar, LAr, and SA). Both sample sets used poly(A) selection on oligodT beads and resulted in strand-specific sequencing libraries.

### RNA-Seq Data Analyses

Raw sequencing reads were trimmed with cutadapt to remove adaptor sequences, short sequences, and low-quality bases (-m17, -q10; 31). Trimmed reads were mapped to the 13-LGS mitochondrial genome with hisat2, quantified, and filtered (Supplemental Table S1; 32). The remaining reads were submitted to GEO (GSE227101) and mapped to transcript annotations on the HiC_Itri_2 genome (33) using Salmon (34) with -numBootstraps 50. These Salmon assignments were imported into R (35), summarized by gene using tximport (36), and filtered to retain only genes with rlog-normalized counts ≥7 in at least 4/5 individuals from at least one group. These values were used for random forest (37) analyses, which revealed a strong batch effect, such that samples from *experiment 1* were clearly separated from those sequenced in *experiment 2* (Supplemental Fig. S2*A*). We then used limma’s removeBatchEffect (38) to generate batch effect-corrected count tables. 

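Over the 31 animals, the mean of experiment 1 and the mean of experiment 2 differed by at most 7.11e-15 for any gene in the batch-corrected table, which is rounding error. With state and sex in the limma model, 5 genes differed between the experiments at q under 0.05 in the 29 animals and 4 in all 31. Only IBA, Ent, and SpD have animals from both experiments, so these differences rest on those 3 states. The median absolute difference was 0.06 and 46 genes differed by more than 0.50 (47 genes in all 31 animals). The largest was that of the RNase P RNA (RNaseP_nuc), which was 1.54 lower in experiment 2 (coefficient -1.54). A model with a term for experiment leaves the contrasts between states unaffected by this remainder, but the state means of the table hold it. The first principal component of the 29 animals took up 22.9% of the variance and shared 73.4% of its own variance with state.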

The adjusted count table was subjected to unsupervised random forest analysis, which confirmed the correction because the samples were no longer strongly clustered by batch (Supplemental Fig. S2*B*). These batch-corrected values were also used as input for variable selection before random forest with ntree = 100,000, ntreeIterat = 50,000,vars.drop.frac = 0.2, plotting, and WGCNA (39). Differentially expressed (DE) genes were defined as those with a likelihood ratio test (LRT) adjusted *P* value of < 0.001 across all states using DESeq2 (40) on the uncorrected count tables of 29 13-LGS after removal of outliers (*n* = 5 for all groups except SA, where *n* = 4). The model included terms to control for the effect of sex and for batch. DESeq2 was also used to calculate “shrunken” log2 fold changes (41) for DE genes across relevant pairwise transitions and normalized, transformed (rlog) count matrices (Supplemental Table S3).

### Cluster Analyses

For WGCNA, the batch-corrected pseudocounts were processed with ComBat (42) to remove effects of sex and then passed to WGCNA (v.1.68, 39) for module detection. Parameters were optimized to construct a signed network (TOMType = “signed,” networkType = “signed”), high sensitivity (deepSplit = 3), with more aggressive than default merging and reassignment (mergeCutHeight = 0.25, reassignThreshold = 1). Additional settings were minModuleSize = 30, minCoreKME = 0.5, minKMEtoStay = 0.4. Module-trait association quantification was used to identify modules that were significantly associated with the measured traits, and their correlation values were color-coded for plotting. For reference pattern clustering, we defined the 16 most common patterns informed by the WGCNA modules. Mean expression values were calculated for each gene in each state, and those values across the six states were tested for correlation with each of the reference patterns by calculating the Pearson correlation coefficient. Strongly correlated genes (*r* > 0.8) were assigned to their most highly correlated cluster. Genes with lower correlation values (*r* < 0.8) were assigned “no_cor.”

### Functional Annotation and Enrichment

Gene lists (clean_gene_symbol, Metascape, or updated_gene_symbol, DAVID, Supplemental Table S4) were annotated and analyzed for enrichment patterns using Metascape v3.5.20240101 (43) or DAVID Knowledgebase v2025_1 (44). For Metascape, default settings were used with *Homo sapiens* as background and clean_gene_symbol with and without the Multiple Gene Lists option. For DAVID, gene lists were submitted to functional annotation charts after selecting Gene_ontology (GO) options BP, CC, and MF (biological process, cellular component, and molecular function, respectively) _DIRECT. Annotations with *P* < 0.001 were retained. Specific functional information for individual genes was obtained from these annotations and the NCBI gene webserver unless a specific reference is provided.

### Deconvolution of RNA-Seq Data Using a Single-Cell RNA-Seq Reference

The bulk transcriptome from each 13-LGS was deconvoluted using a murine healthy kidney reference (45, GEO accession GSE107585) and a murine injured kidney reference (25, GEO accession GSE139107) using DISSECT (46). In brief, all confident 13-LGS homologs in mouse were identified by first retaining all HiC_Itri_2 transcript annotations (33) with valid human or murine gene symbols and then using a table of one-to-one human-mouse orthologs (47) with Ensembl v105 (48) to add murine gene symbols to 13-LGS genes with human gene symbols. Confident homologs with multiple genes in the 13-LGS transcriptome were summed to produce a count matrix with one entry per murine gene symbol. DISSECT was then used to deconvolute single-cell count matrices from GSE107585 and GSE139107. The annotated count matrix from GSE139107 was combined with PT cell annotations obtained from Dr. B. Humphreys (reflecting the cell labels shown in Fig. 2 of Ref. 25) and randomly downsampled to retain 25% of cells with each cell type/state label, with a minimum of 250 cells per label. DISSECT was run with default parameters except no gene/cell filtering, 1,000 cells per sample, and 16,000 total samples (GSE139107 only).

## RESULTS

### Histological Evaluation of Kidney Damage after Repeated Torpor-Arousal Cycles

Previous studies document that hibernator kidneys show little evidence of histopathological damage in torpor or after arousal (14). To our knowledge, however, the accrual of damage across the hibernation season (multiple cycles of “cold storage” and warm reperfusion) has not been examined. In captivity, 13-LGS undergoes ∼20 torpor-arousal cycles each fall to winter hibernation season yet emerge in spring with their renal systems functionally intact. Because AKI typically involves immune system activation and fibrosis regardless of the cause (15), we examined PAS- and PSR-stained kidney sections from 11 individuals, all of which had been hibernating for 3–7 mo and undergone 11–22 spontaneous arousals to Tb > 35°C from Tb < 6°C. We found no histological evidence of damage in the glomerulus and S1 and S2 proximal convoluted tubules or distal convoluted tubules and a lack of casts in the most susceptible S3 proximal tubules of the outer segment of the outer medulla (Supplemental Table S2). Moreover, there was no evidence of immune cell activation or infiltration, fibrosis, or other signs of renal damage regardless of the duration of hibernation or the overall number of arousal episodes. These results support and extend earlier findings of natural resistance to renal damage in hibernators and strengthen the conclusion that elucidating their protective mechanisms could reveal novel strategies to promote functional repair and prevent disease progression in both native and transplanted kidneys.

### RNA-Seq Data Analyses

To gain insight into mechanisms underlying renal protection in these hibernators, we collected RNA-Seq data from 32 13-LGS kidneys representing six key physiological transitions of hibernation (Fig. 1). 

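The authors' table held values for 31 of these kidneys, each from 1 animal, and 12863 genes, with no value missing. It held no values for K136, which the paper treats separately. Each value is a regularized log (rlog) value, a count per gene normalized for library size and put on the log2 scale with DESeq2, from which the authors had then removed a batch effect with limma. Values ran from 4.11 to 19.79, and the median over genes of each animal lay between 9.7 and 9.9. Counts and sequencing depths are not part of the table, so the depth behind each value is unknown. Of the 12863 genes, 12689 (98.6%) reached an rlog value of 7 in at least 4 animals of a group, and 174 did not. The groups included 5 summer active (SA), 5 interbout aroused (IBA), 5 entrance (Ent), 6 late arousing (LAr), and 5 spring dark (SpD) animals. Experiment 1 contributed 9 animals, 3 each of IBA, Ent, and SpD. Experiment 2 contributed the other 22, so that SA and LAr came from experiment 2 alone. A transcript listed as XIST_containing read 12.56 to 13.84 in the 17 females and 7.16 to 7.67 in the 14 males, so the recorded sexes separated without overlap. Differences between groups were estimated with limma in a single model of state, sex, and experiment, with a variance that could vary with expression level and Benjamini-Hochberg adjustment (q). DE genes are those with q under 0.001, the paper's threshold. A pair is written as the paper's Table 1 writes it, and its log2 difference is the first state minus the second. Values are given first for the 29 animals of the paper's DE analysis (SA 4, LAr 5) and then, where given, for all 31, which add K137 (SA) and K113 (LAr), the paper's left-out animals. The median residual SD of a gene in the 29 animals was 0.155 on the log2 scale. In simulated data with 200 genes changed by a log2 of 1, the model called 81% of them for IBA/LAr and 80% for SA/SpD. Experiment 2 taken alone leaves 2 animals each in IBA, Ent, and SpD.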

After correction for a batch effect, three 13-LGS (K136, K137, and K113; Supplemental Fig. S2*B*) remained outliers compared with the others in their physiological groups, implying at least one other source of variation besides hibernation physiology among the samples.

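The root mean square log2 difference over all genes between an animal and the mean of each group, with the animal itself left out, was smallest for its own group in 20 of the 31 animals, all of them among the 29. K113 lay 0.526 from the other LAr animals and 0.439 from IBA, the nearest group. K137 lay 0.484 from the other SA animals and 0.389 from SpD. K130, an SpD animal that the paper kept, lay 0.480 from the other SpD animals and 0.475 from IBA. With 1 minus Spearman's correlation as the distance the count was 21, and with the 500 most variable genes 19. Under both, K113 stayed nearest to IBA and K137 to SpD, whereas K130 was nearest to SpD. The difference of each animal from the mean of the others in its group was then correlated across genes with that of each animal of another group, 400 pairs in all. Genes are not independent replicates, so these r values describe the animals and carry no test. The largest r was 0.756, between K113 and K137, followed by 0.596 between K137 and K130, 0.565 between K113 and K130, and 0.540 between K104 (IBA) and K130. Pairs without K113, K137, and K130 ranged from -0.53 to 0.444. In K113, K137, and K130 alike, 31 genes lay more than 1 log2 unit above every other animal of the group, 30 of them with a symbol. Among these, Slc14a2, chosen after its values were seen, lay 6.34, 4.74, and 3.21 above the highest of the others in K113, K137, and K130.

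**Figure D1:**
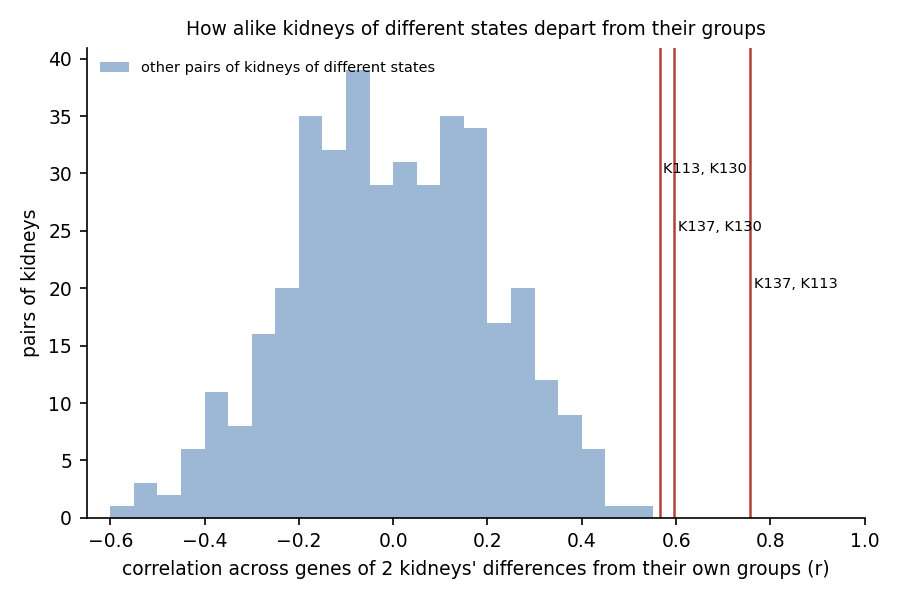
Correlation across genes (r, horizontal axis) between the departures of 2 kidneys of different states from the mean of the others in their groups, as a histogram of pairs of kidneys with the pairs among K113, K137, and K130 marked. The pair K113 and K137 lies farthest right, at 0.756.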

### Cell Type Representation among Kidney Samples

The kidney is a complex structure with numerous distinct cell types (49, 50), raising the possibility that microanatomical differences, in addition to hibernation physiology, may account for some of the variation among samples. We assessed the representation of known renal cell types in our dataset by quantifying the average counts of mouse marker genes (48) across all samples. 

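Marker genes were taken as 2 mouse genes for each of 16 kidney cell types (1 for the type Novel2), written from general knowledge of the mouse single-cell study the paper cites, so they need not be the genes of Supplemental Fig. S3. Both genes were in the table for endothelial cells (Nrp1, Kdr), proximal tubule (PT; Slc27a2, Lrp2), loop of Henle (LOH; Slc12a1, Umod), principal (CD-PC; Aqp2, Hsd11b2), intercalated (CD-IC; Atp6v1g3, Atp6v0d2), and transitional (CD-Trans; Insrr, Rhbg) cells of the collecting duct, fibroblasts (Plac8, S100a4), and macrophages (C1qa, C1qb). Slc12a3 was present for the distal convoluted tubule (DCT), without Pvalb, as was Stmn1 for Novel2. Neither gene tried for Novel1 (Mki67, Cdca3) was in the table. Not every cell type with markers in the table is listed or given a level here. The mean marker level in the 4 SA animals was 15.25 for LOH, 14.99 for PT, 13.91 for DCT, and 13.69 for CD-PC. It was 11.27 for CD-Trans, 11.16 for CD-IC, and 10.92 for endothelial cells. The lowest 3 were macrophages at 8.26, fibroblasts at 7.97, and Novel2 at 7.14.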

The marker genes for endothelial cells, podocytes, proximal tubules, distal convoluted tubules, collecting ducts, fibroblasts, novel 1 and novel 2 cells, and macrophages were all well-represented among our pass-filter genes. In contrast, seven of the eight immune cell marker genes expressed in mouse neutrophils, B and T lymphocytes, and natural killer cells were absent (Supplemental Fig. S3*A*). 

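Of S100a8 and S100a9 (neutrophils), Cd79a and Cd79b (B lymphocytes), Ltb and Cxcr6 (T lymphocytes), and Gzma and Nkg7 (natural killer cells), only Cd79a was in the table, and the other 7 were absent by symbol. Cd79a (gene20616) was 10.17 ± 0.34 (SD, n = 4) in SA and lay between 9.38 ± 0.32 (IBA, n = 5) and 9.61 ± 0.22 (LAr, n = 5) in the other groups, with 9.51 ± 0.94 (n = 5) in SpD, where the SD was 0.155 without K130 (7.85). It did not differ across states (limma F test, q = 0.18 in the 29 animals and 0.322 in all 31). The level of the 7 absent genes is not known from the table.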

All four of these immune cell types were at least as abundant in mouse kidney as podocytes and both podocyte marker genes were detected in our RNA-Seq data, implying immune cells, except for macrophages, were underrepresented in 13-LGS kidneys compared with mouse.

Independently, the relative proportions of renal cell types for individual 13-LGS were estimated from their kidney RNA-Seq data using DISSECT(45) trained on mouse single-cell RNA sequencing (scRNA-Seq) data (48). 

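The SD between animals of the mean marker level, averaged over the 12 cell types with at least 1 marker gene in the table, was 0.59 in SpD (0.29 without K130) and 0.35 in Ent. It was 0.42 in both IBA and SA and 0.37 in LAr with all animals counted, and 0.27 in SA and 0.18 in LAr without K137 and K113. A list of 12 proximal tubule genes had an SD of 0.80 in SpD, or 0.32 without K130. In SA this SD was 0.45 with K137 and 0.16 without it, and in LAr 0.39 with K113 and 0.13 without it. Between IBA and Ent the SD of this list was 0.36 and 0.31. With 4 to 6 animals per group these SDs are themselves imprecise, and no test of their differences was made.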

Cell type variation was apparent to a greater (SA and SpD) or lesser (Ent and Ar) extent within each hibernation group (Fig. 2*A*). One of the abovementioned outliers, K136, stands out with almost no detectable proximal tubule cells and substantially increased immune cell types and fibroblasts.

**Figure 2.**
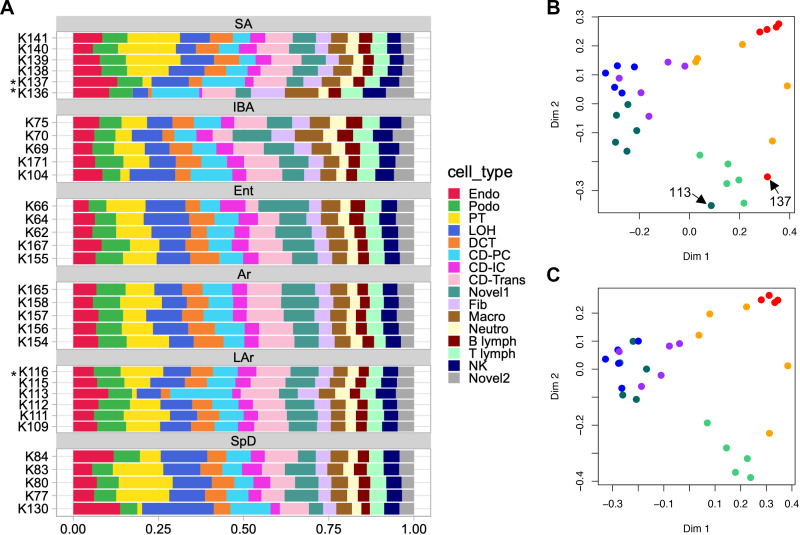
Variation among 13-LGS kidney samples. *A*: estimated cell type proportions in individual kidneys, grouped by hibernation state, based on DISSECT (45) deconvolution using mouse scRNA-Seq data (45); *the three outliers. Cell types are as defined in Ref. 45. Endo, endothelial, vascular, and descending loop of Henle; Podo, podocyte; PT, proximal tubule; LOH, ascending loop of Henle; DCT, distal convoluted tubule; CD-PC, collecting duct principal cell; CD-IC, collecting duct intercalated cell; CD-Trans, collecting duct transitional cell; Novel1, novel cell 1; Fib, fibroblast; Macro, macrophage; Neutro, neutrophil; lymph, lymphocyte; NK, natural killer cell; Novel2; novel cell 2. *B* and *C*: two-dimensional scaling plots of 13-LGS samples generated by supervised random forest clustering of all pass-filter kidney genes: (*B*) excluding SA-K136, labels highlight the two remaining outliers, LAr-K113 and SA-K137 and (*C*) excluding all three outliers: SA-K136, LAr-K113, and SA-K137. 13-LGS, 13-lined ground squirrel; LAr, later arousing; SA, summer active.

### Evidence for Immune Activation and Fibrosis in Outlier K136

Significantly, all three of the immune cell marker genes that were detected in all 13-LGS kidneys, *C1qa* and *C1qb* from macrophages and *Cd79a* from B lymphocytes, were substantially elevated compared with the mean of the other SA animals in the outlier SA sample, K136 (Supplemental Fig. S3*B*). To determine whether the missing immune cell marker genes were filtered from our data set due to low coverage or simply not annotated in this species, we examined them using the genome browser (33). All seven of the missing immune cell genes were annotated in 13-LGS. Moreover, each demonstrated substantially elevated coverage in K136 (Supplemental Fig. S3*C*). To obtain a more global view of the altered gene expression pattern in this animal, we identified functional enrichments in the 100 most over- and underrepresented genes in K136 relative to the mean values of the other SA animals. These enrichments reflected the well-described characteristics of maladaptive repair and kidney disease in other species (4, 51), specifically, infiltration and activation of immune cells and onset of fibrosis at the expense of normal kidney functions of transport and metabolism (Supplemental Fig. S3*D*). After searching husbandry records that were not consulted when selecting samples for RNA-Seq, we found only K136 was noted to have gross anatomical aberrancies at dissection; specifically, a shrunken left kidney with an apparent clot on or connected to it and an enlarged right kidney. We therefore excluded K136 from further analyses of the normal kidney’s response to hibernation.

### Two Remaining Outliers

When the kidney samples were clustered by random forests after removing K136, two outliers, K113 and K137, remained (Fig. 2*B*). These two samples were also extreme examples of apparent cell type variation within their groups (Fig. 2*A*), although enrichment analysis of genes over- and underrepresented from the means of the other LAr (K113) and SA (K137) animals did not indicate immune activation or other features of the progression from AKI to CKD as found for K136. Instead, these two appear to be timing variants, i.e., further along in their state transition (Supplemental Fig. S4). 

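K113 had lower PT markers than each of the other 5 LAr animals, with a mean of 13.84 against 14.91 ± 0.11 (SD, n = 5). Of the 11 other cell types with markers in the table, its markers lay above all of the others for 3, below all of them for 6, and among them for 2. They ran from 1.05 below the mean of the others for DCT (difference -1.05) to 1.61 above it for fibroblasts. K137 had PT markers of 14.00 against 14.99 ± 0.15 (SD, n = 4) in the other SA animals. Its markers lay above the others for 3 cell types, below them for 5, and among them for 3. The extremes were CD-IC (difference -1.0) and Novel2 (difference 1.16). CD-PC markers were higher, and PT and DCT markers lower, in both animals than in every other animal of their groups. K130, which the paper kept, had PT markers of 13.72 against 14.82 ± 0.59 (SD, n = 4) in the other SpD animals and lay below them for 4 other cell types and above them for 4. Among genes of kidney damage, Clu read 15.64 in K113 (other LAr animals 12.68 to 12.98) and 16.05 in K137 (other SA animals 12.47 to 14.26). Lcn2 was also above its group, at 12.18 in K113 (8.63 to 11.89) and 12.16 in K137 (9.16 to 11.02). Havcr1, which injured proximal tubule cells express, was within the group at 6.89 in K113 (6.76 to 7.61) and below it at 6.15 in K137 (6.73 to 7.72). Vcam1 was within the group in K113 and below it in K137. Spp1 was above the group in K113 and within it in K137.

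**Figure D2:**
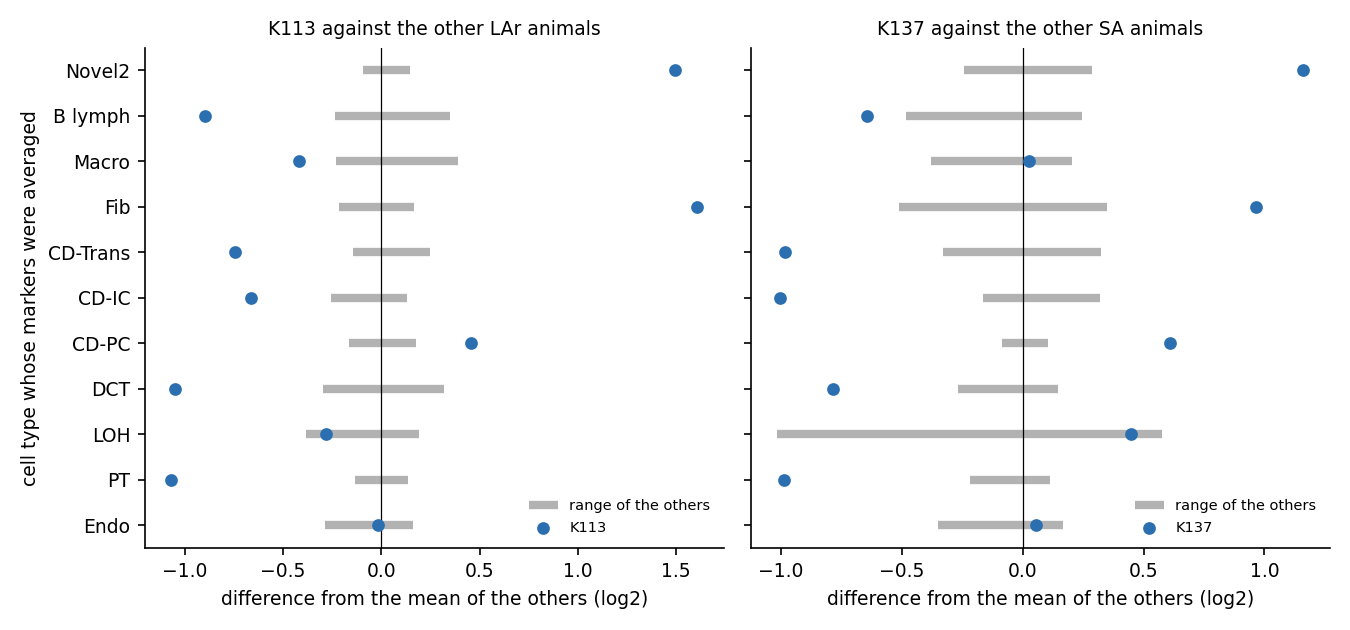
Difference of K113 (left) and K137 (right) from the mean of the other animals of their groups (log2, horizontal axis) for the markers of each cell type (vertical axis), with grey bars for the range of the other animals. PT lies left of the grey bar and CD-PC right of it in both.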

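Each animal was placed on the line between the mean of its own group (0) and that of another group (1) over all genes, with itself left out of its group. From LAr to IBA, K113 lay at 1.11, the other LAr animals between 0.0229 and 0.226, and the IBA animals between 0.385 and 1.09. From SA to IBA, K137 lay at 0.775, the other SA animals between 0.0590 and 0.174, and the IBA animals between 0.707 and 1.05. From SA to SpD, K137 lay at 1.04, with the other SA animals between -0.0087 and 0.345 and the SpD animals between 0.528 and 1.33. Along these lines lay 30.5% of the squared departure of K113 and 31.2% (to IBA) or 35.4% (to SpD) of that of K137, whereas 57.2% of that of K113 lay along the departure of K137. On the IBA/LAr DE genes of a fit without it, K113 lay at 0.235, above the other LAr animals placed the same way (up to 0.185) and far from the lowest IBA animal (0.619). On the genes with the patterns Winter_high and Winter_low, K137 lay at 0.525 on the way from SA to the hibernation groups, where the other SA animals reached 0.299. Without SA replicate 138 the position of K137 from SA to IBA was 0.852, and without SA replicate 140 it was 0.693, the range over all animals left out.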

Excluding these two individuals further improved clustering of the remaining samples by hibernation physiology (Fig. 2*C*).

### Quantitative Changes in Kidney Gene Expression across Physiological Transitions

Differentially expressed (DE) genes in hibernation were quantified in the remaining 29 samples representing six physiological states using DESeq2. We also considered sequential pairwise changes across the seasonal and torpor-arousal cycle transitions of hibernation (Table 1, Supplemental Table S3). These analyses revealed 3,446 DE genes (*q* < 0.001), comprising 26.8% of the 12,847 total pass-filter genes examined. 

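Across the 6 states, 1201 of the 12863 genes (9.34%) were DE in the 29 animals, and 718 (5.58%) in all 31, of which 691 were among the 1201. At q under 0.05 the F test called 5924 genes. At least 1 of the 7 pairs of Table 1 called 726 genes, 560 of them also DE across states. Genes without a symbol made up 919 of the 12863 and 125 of the 1201. The lowest q values were those of the RNase P RNA (RNaseP_nuc; q = 1.6e-11), Dusp6 (q = 9.2e-10), Fos and Btg2 (q = 1.1e-09 each), and Mex3c (q = 1.5e-09). The alternative that moved the count most was a threshold of 0.01, with 3133 genes, and at the threshold of 0.001 it was weighting each animal by its spread, with 2436. With each animal left out in turn the count lay between 827 (without SA replicate 139) and 1425 (without Ent replicate 66).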

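In the 29 animals, limma called 405 DE genes for IBA/SA, 184 for IBA/LAr, 161 for SpD/IBA, 96 for Ent/IBA, and 7 for SA/SpD. With all 31 the counts were 49, 92, 67, 22, and 0, so that IBA/LAr took the first place (for SA/SpD, 3741 genes had an unadjusted p under 0.05 in the 29 animals). The same genes were called in both sets for 49 of 49 in IBA/SA and 87 of 92 in IBA/LAr. The alternative that moved IBA/SA most was fitting only the 2 groups compared, with 41 DE genes, and the order of the first pairs also changed with animal weights, where Ent/IBA had 871, IBA/LAr 723, and IBA/SA 474. Animals of the 2 groups did not overlap in 397 of the 405 DE genes of IBA/SA and in 172 of the 184 of IBA/LAr, where chance gives a share of 1.59% and 0.794% of genes. Among all genes, 18.8% and 13.7% did not overlap. Leaving out a single animal changed the IBA/SA count by more than 1.5-fold for IBA replicate 104 (146 genes) and SA replicates 138 (245), 139 (211), and 140 (251). For IBA/LAr it did so for IBA replicates 104 (88) and 171 (311) and LAr replicates 111 (112) and 116 (115). The largest changes in IBA/SA with a symbol were decreases of Tat (gene2440; log2 -4.66, SE 0.65, q = 3.7e-05) and Adcy1 (gene3219; log2 -3.83, SE 0.56, q = 5.9e-05) and an increase of Kcnf1 (gene10545; log2 2.10, SE 0.28, q = 2.5e-05). Tat fell from 11.09 ± 1.69 (SD, n = 4) in SA to 6.92 ± 0.57 (n = 5) in IBA, Adcy1 from 10.56 ± 0.50 to 7.06 ± 0.55, and Kcnf1 rose from 6.05 ± 0.30 to 8.18 ± 0.55. In experiment 2 alone the 3 differences were -4.54, -3.83, and 2.15, with q = 0.0014 for Tat, and in all 31 animals Adcy1 had q = 0.0021.

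**Figure D3:**
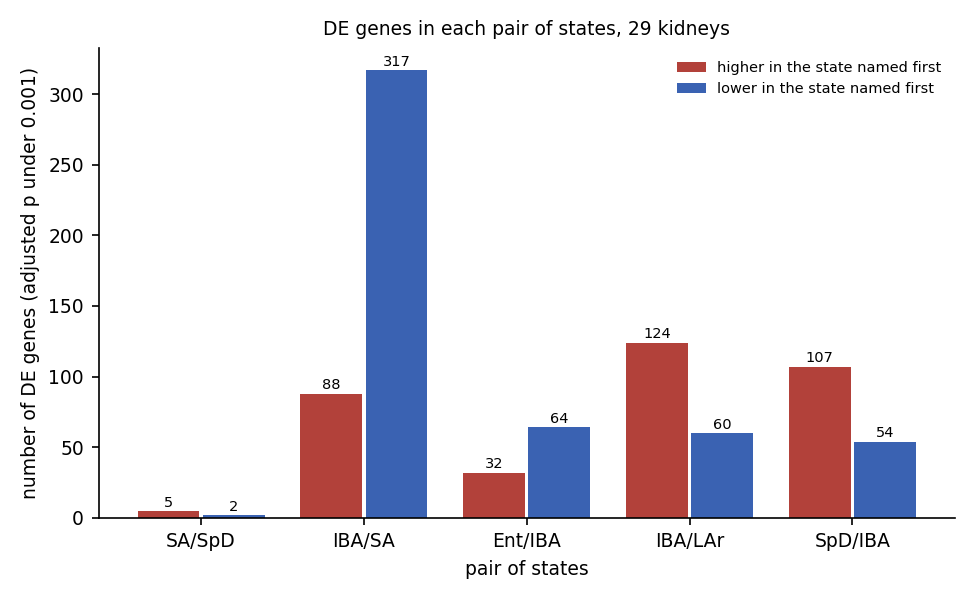
Number of DE genes (adjusted p under 0.001, 29 kidneys, vertical axis) for each pair of states (horizontal axis), higher (red) or lower (blue) in the state named first. IBA/SA has the tallest bar, 317 genes lower in IBA.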

Consistent with the random forest clusters, the greatest number of pairwise DE genes, 882, occurred as animals transitioned from the active season into the hibernation season (SA to IBA), followed by 686 changing across the brief interval between LAr and IBA (∼3 h), as animals recovered active gene expression (52–54) while rewarming from torpor. During torpor-arousal cycles, transcripts for more genes increased in IBA than in either LAr or Ent, indicating a burst of active gene expression at this early timepoint after Tb recovers from a torpor bout, as well as a dynamic gene expression program that unfurls across the brief (∼12 h) warm interval of LAr through IBA to Ent. In contrast, when IBA was compared with either SpD or SA, more genes were active during the active season (higher in SA or SpD than IBA); this finding is consistent with a generally depressed renal function and conservation of energy throughout the hibernation season.

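Between IBA and LAr, 124 of the 184 DE genes (67.4%, exact 95% binomial confidence interval 60.1% to 74.1%) were higher in IBA. Between IBA and Ent, 64 of the 96 (66.7%, 56.3% to 76.0%) were. The counts in all 31 were 56 of 92 and 12 of 22. The median over genes of the log2 difference was -0.0074 for IBA/LAr and -0.0051 for Ent/IBA, while the fitted difference between the medians of the animals, with sex and experiment in the model, was 0.04 (IBA minus LAr) and -0.03 (Ent minus IBA). With each animal centered to a common median, which takes the latter off every gene, 89 of 163 DE genes (54.6%, 46.6% to 62.4%) were higher in IBA than in LAr and 40 of 76 (52.6%, 40.8% to 64.2%) higher in IBA than in Ent. Both experiments have IBA and Ent animals, and all 96 DE genes had the same sign in each, although they were chosen on the pooled data (61.4% of all genes had the same sign). Across all genes the Ent/IBA differences of the experiments were nearly uncorrelated (r = 0.054), so the agreement of the chosen genes does not extend to genes as a whole. LAr animals came from experiment 2 alone, so IBA/LAr has no value within experiment 1. In experiment 2 alone, limma called 47 DE genes for IBA/LAr and 0 for Ent/IBA, which then compares 2 animals with 2 (1689 genes had q under 0.05 in the 29 animals, and 3778 an unadjusted p under 0.05). For Ent/IBA, leaving out a single animal moved the count by more than 1.5-fold for IBA replicates 69 (24 genes), 70 (47), 75 (15), and 104 (49) and Ent replicates 62 (29), 66 (44), 155 (53), and 167 (43). Among the named increases in Ent, Cfap70 (gene9204) rose from 7.50 ± 0.10 (SD, n = 5) to 8.21 ± 0.07 (log2 0.71, SE 0.10, q = 2.5e-04), with q = 0.0010 without IBA replicate 75 and a difference of 0.55 (q = 0.161) in experiment 2.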

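Of the 405 DE genes of IBA/SA, 317 were lower in IBA, 110 of them by at least 2-fold, and 88 were higher. Of the 161 DE genes of SpD/IBA, 107 were higher in SpD, 25 of them by at least 2-fold, and 54 were lower. Of the DE genes in all 31 animals, 35 of 49 and 43 of 67 were higher in SA or SpD than in IBA. All 161 DE genes of SpD/IBA had the same sign in both experiments, against 56.0% of all genes, having been chosen on the pooled data. Across all genes the SpD/IBA differences of the experiments correlated only weakly (r = 0.187). The SpD/IBA count fell by more than 1.5-fold without IBA replicates 69 (74 genes), 70 (54), 75 (98), or 104 (77) and without SpD replicates 77 (103), 80 (58), 83 (71), or 84 (94). Between the active states, 5 of the 7 SA/SpD genes were higher in SA. That count ranged from 1 (without SA replicates 139 or 140 or SpD replicate 130) to 23 (without SpD replicate 84). It was 2 without SA replicate 138, 3 without SA replicate 141 or LAr replicate 109, and 4 without IBA replicate 104 or SpD replicate 83. It was 16 without Ent replicate 64 and 17 without Ent replicate 167. Mei1 (gene5829) was 9.73 ± 0.35 (SD, n = 5) in SpD and 7.87 ± 0.46 in IBA (log2 1.86, q = 2.8e-05; 2.57 in experiment 2, q = 0.0012), and 9.76 ± 0.29 (n = 4) in SA. Maoa (gene7479) was 11.81 ± 0.19 in SA, 10.87 ± 0.44 in SpD, and 11.08 ± 0.21 in IBA. Its SA/SpD difference was 1.17 (q = 3.3e-05) and, in all 31 animals, 0.97 (q = 0.031). The Maoa call was also lost without a term for experiment and in a fit of the 2 groups alone (highest q over all settings 0.101). From the larger number of genes higher in the active season, the paper proposes that renal function was generally depressed and energy conserved throughout hibernation.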

**Table 1.** Summary of kidney DE genes across relevant pairs of physiological transitions

	SA/SpD	IBA/SA	Ent/IBA	Ar/Ent	LAr/Ar	IBA/LAr	SpD/IBA
Total DE	184	882	411	31	54	686	492
# increased	102	328	159	15	54	459	300
# decreased	82	554	252	16	0	227	192
# ≥ 2x increased	24	36	10	14	34	128	119
# ≥ 2x decreased	13	261	8	8	0	50	33
fraction DE ≥ 2x	0.20	0.34	0.04	0.71	0.63	0.26	0.31
Max FC increased	16.0	14.4	4.0	36.6	22.5	54.2	7.8
Max FC decreased	2.4	83.1	2.5	27.6	NA	46.0	13.3
Gene ID unknown	28	102	44	18	6	98	54
Fraction unknown	0.15	0.12	0.11	0.58	0.11	0.14	0.11

Counts of significant (*q* < 0.001) DE genes from DEseq2 analysis of 13-LGS kidney RNA-Seq. Physiological states are as defined in materials and methods and Fig. 1 (relevant pairs as depicted in Fig.1B), full DEseq2 results are in Supplemental Table S3; unknown, updated_gene_symbol = NA. 13-LGS, 13-lined ground squirrel; Ar, arousing; DE, differentially expressed; Ent, entrance; IBA, interbout aroused; LAr, later arousing; SA, summer active; SpD, spring dark.

Several other noteworthy observations emerged from this quantitative analysis of gene expression changes among pairwise transitions of hibernation. There were relatively few changes across the torpor bout (Ent to Ar) despite this being by far the longest phase in the torpor-arousal cycle (≥ 5 days; Fig. 1*A*). This interval spanning the torpor bout also had the highest proportion of genes that both differed by more than twofold and were unknown (Table 1). In sharp contrast, the short interval from Ar to LAr (<1 h), which again had a relatively small number of DE genes, had the highest proportion (100%) of genes increased. A relatively large proportion of the increased genes did so by at least twofold, but in sharp contrast to the torpor interval, these were largely known, protein-coding genes (Supplemental Table S3). Consistent with the random forests clustering, this quantitative analysis of gene expression indicates strong seasonal and torpor-arousal cycle effects on gene expression.

### Gene Coexpression Clusters and Their Functional Enrichments

Phenotypic parameters (Supplemental Table S1) were correlated to gene coexpression clusters using WGCNA (39). As observed earlier, Tb, heterothermy, and some of the distinct or paired hibernation states, particularly LAr, were most strongly correlated with transcriptome dynamics (Supplemental Fig. S5). Based on these observations, we defined 16 coexpression patterns and clustered the DE genes based on their correlation with these patterns, capturing 80.4% of the kidney DE genes. 

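The 16 patterns were written out as levels over the 6 states from their names and Fig. 3, since the paper's text does not print them. With r above 0.8 between a DE gene's state means and its best pattern, 1081 of the 1201 genes (90.0%, exact 95% binomial interval 88.2% to 91.6%) were assigned. With all 31 animals and their own 718 DE genes the share was 93.0%. Cold_low_EL held 228 genes, Winter_low 163, Winter_high 149, Cold_high_EH 139, SA_high 108, Cold_low_EM 79, and SA_low 59. IBA_low held 31, IBA_high 26, Cold_high_EM 25, LAr_high 24, LAr_IBA_high 16, LAr_IBA_low 13, Cold_high_EL 11, Cold_low_EH 6, and LAr_low 4. No pattern reached r above 0.8 for 120 genes. The means hold what was left of the difference between the experiments. With means from the model that has a term for experiment, 88.5% were assigned, and 942 genes (78.4%) kept their pattern. A minimum r of 0.9 moved the share most, to 54.5%, and 0.7 to 96.8%. After the state labels of the 29 animals were shuffled and the same number of genes taken by lowest p, a median of 33.6% were assigned (range 7.41% to 84.4%).

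**Figure D4:**
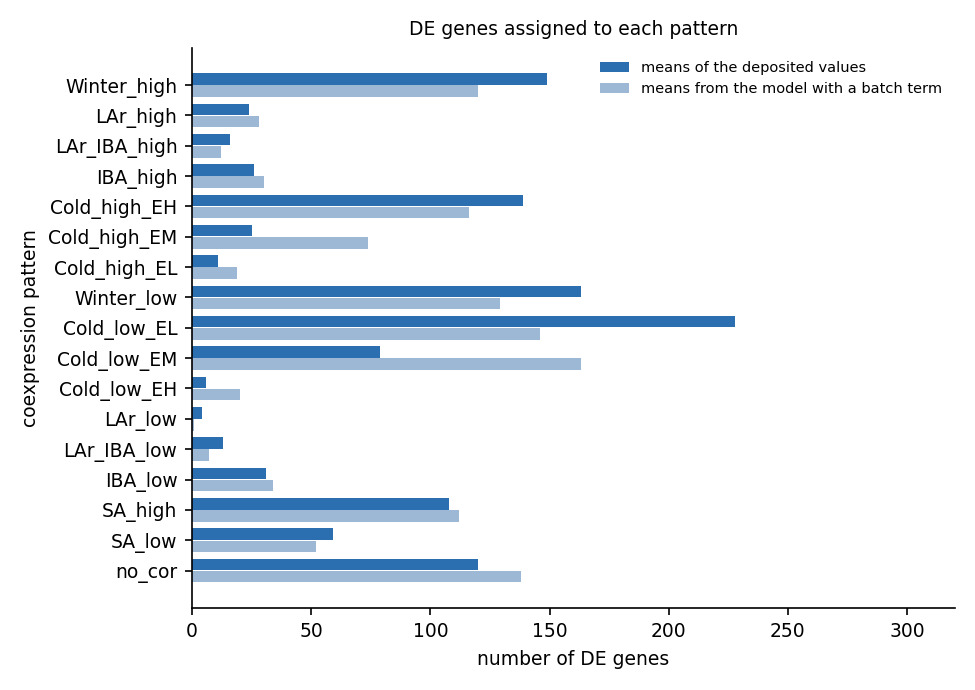
Number of DE genes (horizontal axis) assigned to each coexpression pattern (vertical axis), from means of the deposited values (dark bars) and from means of a model with a batch term (light bars). Cold_low_EL has the most genes, 228 from the deposited values.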

A heatmap of the relative abundance of genes within each cluster again highlighted the strong effects of season and torpor-arousal cycle on gene expression dynamics (Fig. 3). 

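Genes low in SA and SpD and raised in 1 or more hibernation states, or high in SA and SpD and lowered in 1 or more hibernation states, numbered 914 of the 1201 (76.1%) in the 29 animals. Kcnf1 followed Winter_high with r = 0.98, Rasl10a (gene18497) with r = 0.971, and Mei1 followed Winter_low with r = 0.97. Rasl10a was 1.2 higher in IBA than in SA (SE 0.13, q = 4.6e-06). This call held in all 39 alternatives and fits without 1 animal in which the gene was tested.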

The majority (65%) of the DE transcripts fell into one of two patterns: *1*) low in both active states (SA and SpD) but elevated in one to all four hibernation states (IBA, Ent, Ar, and LAr) or *2*) elevated in both active states but low in one to all four hibernation states. 

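For each gene of a seasonal pattern, the SpD level was expressed as a percentage of the way from the mean of the hibernation states back to SA, the active state before hibernation. In the 108 SA_high genes the median over genes was 21.5% (interquartile range 9.21% to 31.4%), and in the 59 SA_low genes 23.0% (12.1% to 35.0%). In the 149 Winter_high genes it was 84.1% (63.6% to 108%), and in the 163 Winter_low genes 75.8% (60.4% to 105%). The medians of the 5 SpD animals ran from -14.5% to 49.3% over SA_high genes and from 55.8% to 106% over Winter_high genes. The patterns were assigned from the same SpD values, so the order of these percentages follows in part from the assignment.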

The remainder of the classified genes, in SA_high or SA_low, appeared to be best explained as a special case of the seasonal categories Winter_low and Winter_high, respectively, where SpD individuals had variably recovered active-season levels of these transcripts after emerging from hibernation. The results of gene enrichment analyses (GO Biological Process) further supported this view: like the Winter_low cluster, genes classified as SA_high were most enriched for metabolic pathways. In contrast, like the Winter_high cluster, genes classified as SA_low were enriched in terms DNA repair and those affecting gene expression including mRNA expression and stability and chromatin remodeling (Fig. 3, Supplemental Table S4).

**Figure 3.**
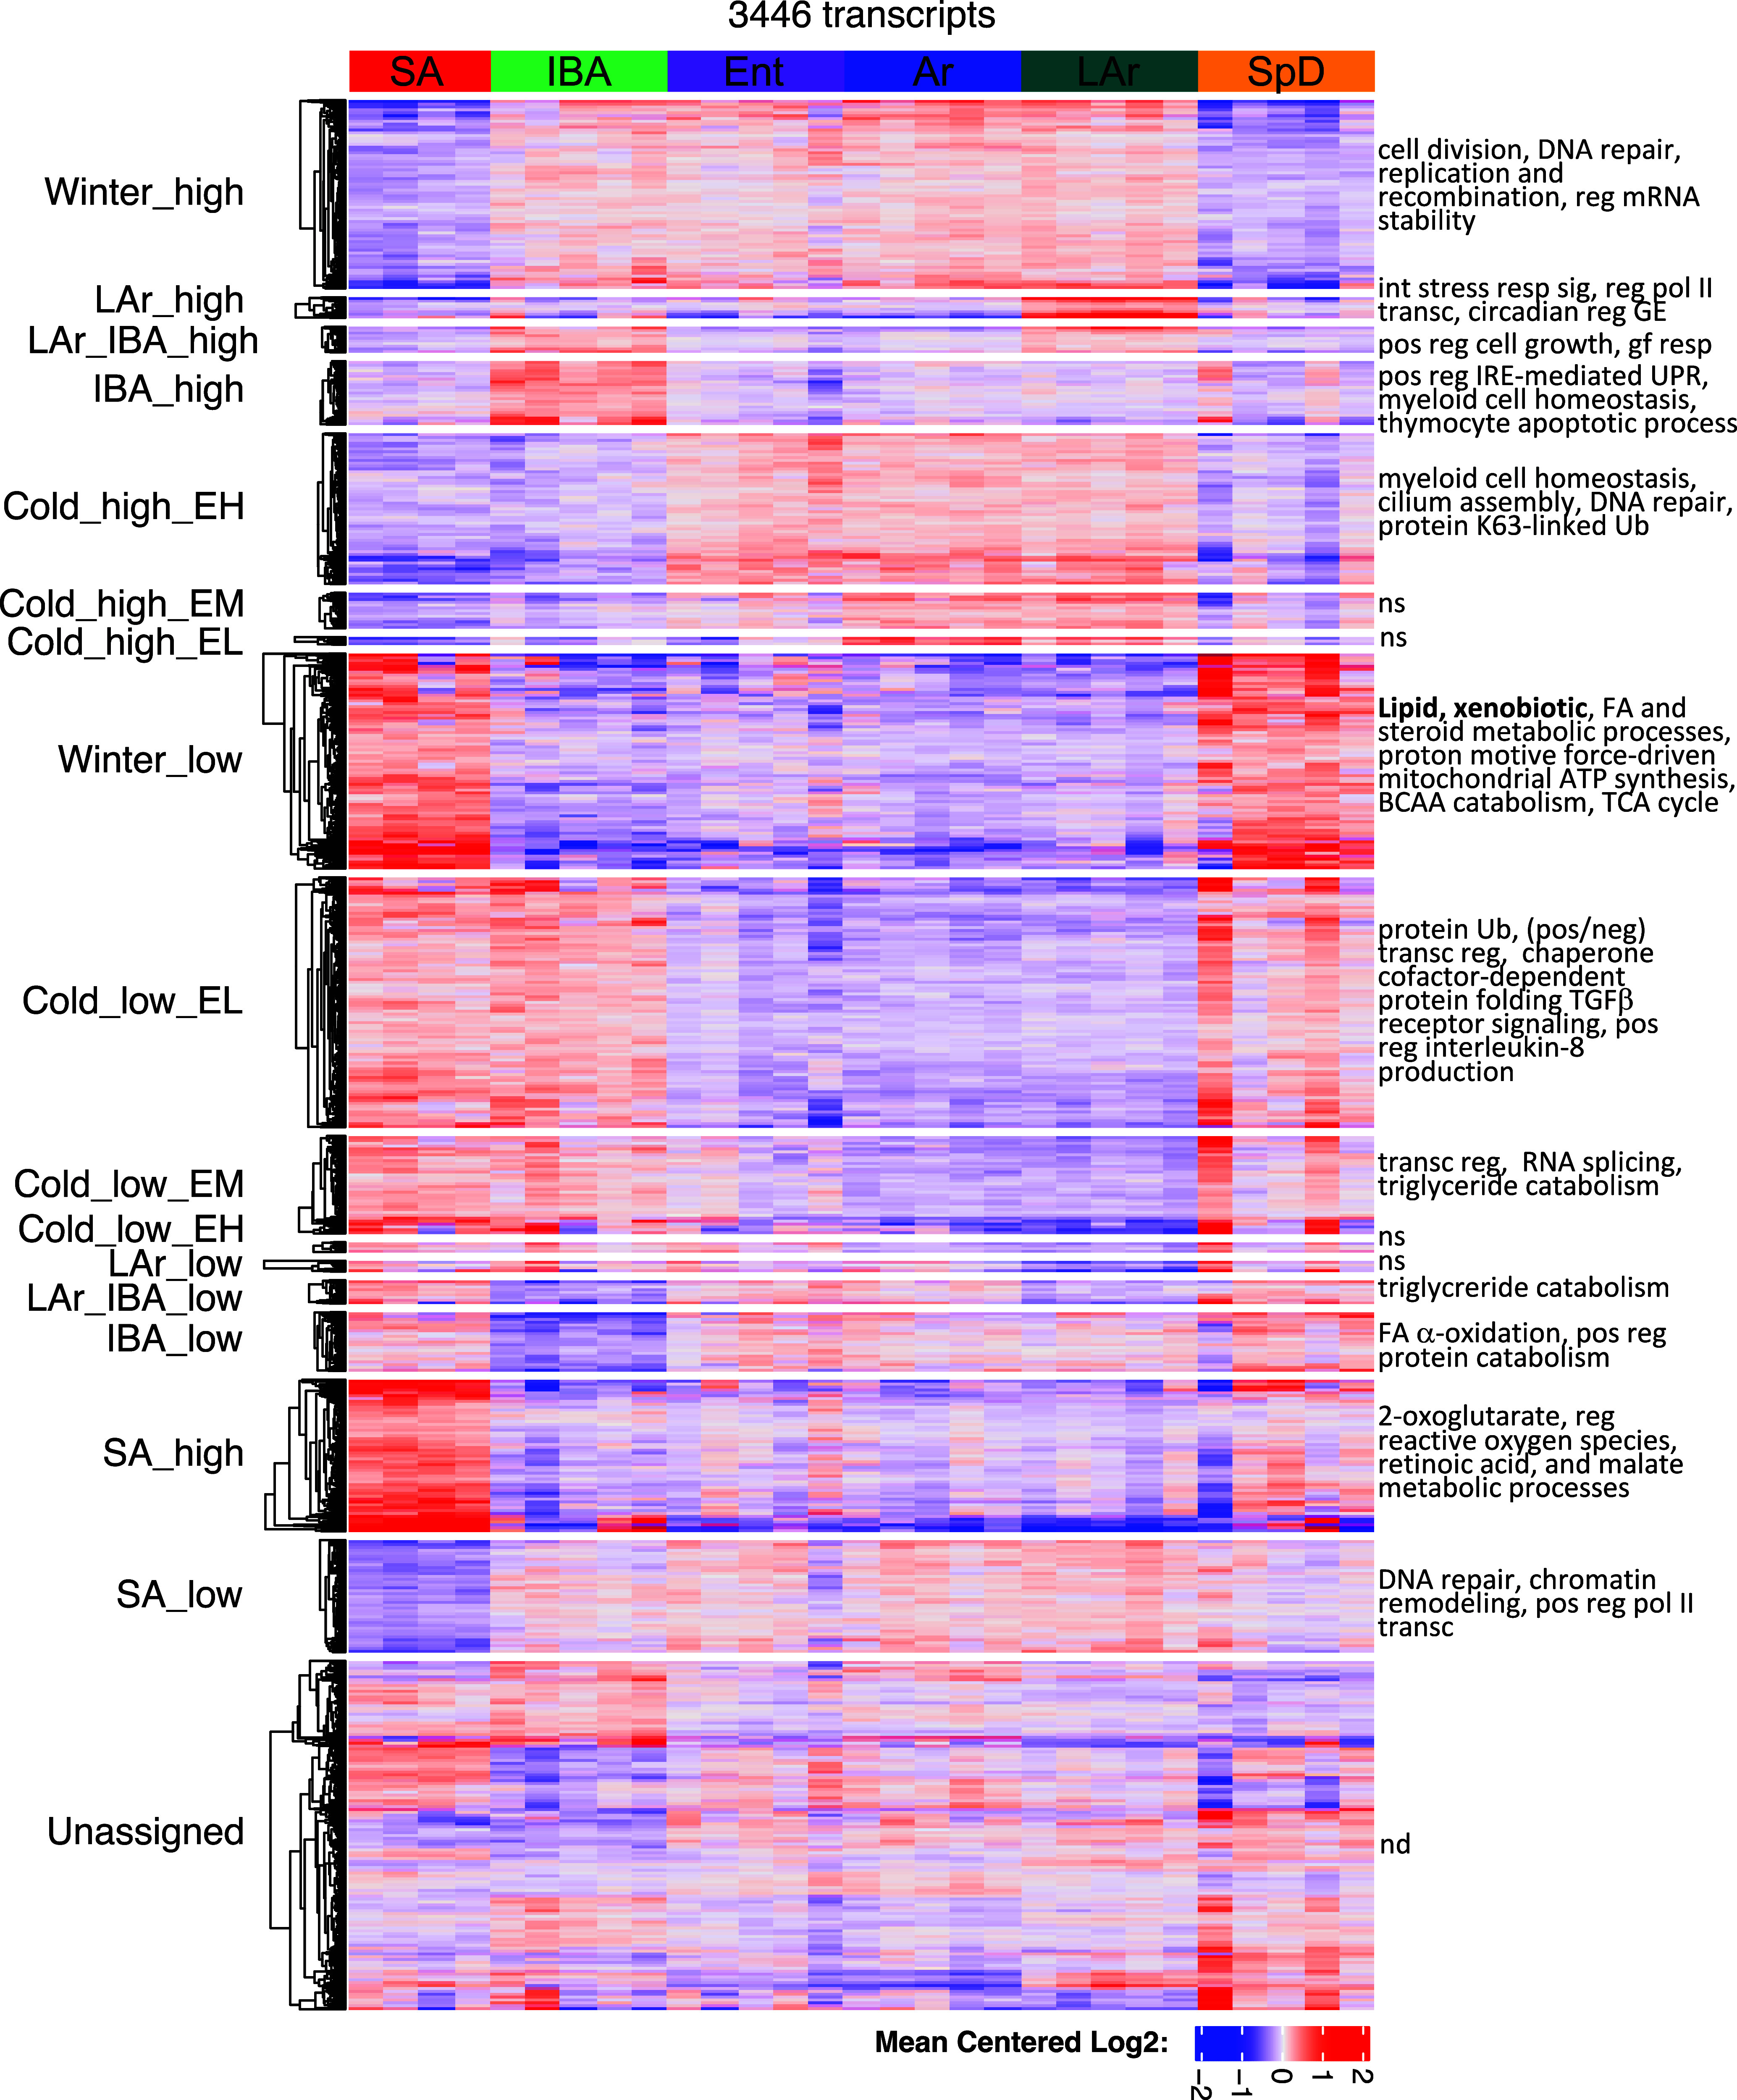
Heatmap of kidney DE genes grouped by coexpression dynamics and physiological state. Relative gene expression values for each gene in each kidney were arranged vertically by coexpression cluster on *left*, horizontally by hibernation state. Top enriched (*P* < 0.01) GO Biological Process terms from DAVID webserver (44) are indicated at *right*, in bold if Benjamini < 0.001, ns, no significant enrichments; nd, not done. See Supplemental Table S4 for additional enrichment annotations. The number of genes in each cluster were Winter_high, 366; LAr_high, 41; LAr_IBA_high, 51; IBA_high, 124; Cold_high_EH, 293; Cold_high_EM, 70; Cold_high_EL, 16; Winter_low, 418; Cold_low_EL, 485; Cold_low_EM, 190; Cold_low_EH, 20; LAr_low, 22; LAr_IBA_low, 46; IBA_low, 115; SA_high, 295; SA_low, 218; no_cor, 676. BCAA, branched-chain amino acids; DS, double-strand; FA, fatty acid; GE, gene expression; GO, Gene Ontology; gf, growth factor; int, integrated; IRE-med, IRE (inositol-requiring enzyme 1)-mediated; pol, polymerase; pos, positive; reg, regulation; resp, response; sig, signaling; TCA, tricarboxylic acid; transc, transcription; UPR, unfolded-protein response.

Several features emerged from gene enrichment analyses of these coexpression clusters. The 784 seasonally DE genes, i.e., those increased or decreased in both active states compared with the four hibernation states, comprised 28.3% of the genes with defined coexpression patterns. 

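Winter_high and Winter_low together held 312 of the 1081 assigned genes (28.9%, exact 95% binomial interval 26.2% to 31.7%). With all 31 animals and their own DE genes the share was 31.3%, and with the same 1201 genes and 31-animal means it was 30.5%. Means from the model with a term for experiment gave 23.4%. Leaving out 1 animal gave between 25.5% (IBA replicate 171) and 35.4% (SpD replicate 130).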

Genes elevated throughout hibernation (Winter_high) were enriched for functions related to cell division and DNA replication, DNA repair and recombination, and the regulation of RNA stability. In contrast, the functional enrichment of genes seasonally decreased in hibernation (Winter_low) was dominated by metabolic processes. 

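Gene lists written from general knowledge stand here for the functions the paper names, and each was tested per pair with camera (17 lists, 7 pairs, 119 tests adjusted together, threshold 0.05). The list of cell division and DNA replication genes had only 14 of its 37 genes in the table. All 14 were higher in IBA than in SA, by a mean of 0.25 (q = 0.0018), with list means per animal of 8.32 ± 0.05 (SD, n = 5) in IBA and 8.10 ± 0.07 (n = 4) in SA without overlap (exact permutation test, 2-sided, p = 0.0079 and 0.0859 after adjustment over the 119 tests). Over all genes 1 of the 14 was DE, and 3 were with q adjusted over the list alone. The mean difference was 0.28 in experiment 2 and 0.17 (q = 0.019) in all 31 animals. In SpD the list was 0.12 lower than in IBA (mean -0.12, q = 0.030), and -0.16 in experiment 2, with q = 0.066 in all 31 animals, 0.086 without IBA replicate 171, and 0.061 without SpD replicate 77. The DNA repair list (38 of 53 genes in the table) differed by 0.09 in IBA/SA (25 of 38 genes higher, q = 0.066) and by -0.06 in SpD/IBA (q = 0.093), with 1 DE gene over all genes and 1 adjusted over the list alone in IBA/SA. Camera passed 47 of the 119 tests. A rotation test (fry) kept 28 of these, and the DNA repair list passed under it in both pairs (q = 0.0046 and 0.030). With the correlation between genes estimated from the data, 2 tests passed. The exact test of list means passed 0 of 119 after adjustment (34 unadjusted), and 6 of 100 shuffles of the state labels gave as many camera calls as the real labels.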

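All 17 genes of branched-chain amino acid catabolism were lower in IBA than in SA, by a mean of 0.65 (log2 -0.65, camera q = 8.4e-14). Over all genes 11 were DE, and 13 with q adjusted over the list alone. The list mean was 11.30 ± 0.11 (SD, n = 5) in IBA and 11.89 ± 0.09 (n = 4) in SA, with no overlap (exact permutation test, 2-sided, p = 0.0079). Fatty acid oxidation and TCA cycle genes (36 of 36 in the table) differed by -0.27 in IBA/SA, 28 of them lower (q = 1.5e-06), with 7 DE over all genes and 12 adjusted over the list alone. Of the 52 genes of mitochondrial ATP synthesis, 51 were in the table and 50 of these were lower in IBA, by a mean log2 of -0.30 (q = 3.7e-13), with 6 DE over all genes and 9 adjusted over the list alone. Both lists separated IBA from SA without overlap (exact p = 0.016 each). The 12 proximal tubule genes were all lower in IBA, by a mean log2 of -0.99 (q = 4.6e-05, exact p = 0.016). The differences in experiment 2 were -0.58 for branched-chain amino acid catabolism, -0.23 for fatty acid oxidation, -0.24 for mitochondrial ATP synthesis, and -0.87 for the proximal tubule. In SpD the lists were higher than in IBA by 0.41 for branched-chain amino acid catabolism (q = 3.6e-12), 0.19 for mitochondrial ATP synthesis (q = 2.0e-11), and 0.08 for fatty acid oxidation (q = 0.014). In experiment 2 these were 0.24, 0.17, and -0.09, so the direction of the last did not hold. It was also not past 0.05 in all 31 animals (q = 0.073), without IBA replicate 75 (q = 0.066), or without SpD replicate 77 (0.0035, q = 0.614). Markers of 3 of the 11 cell types other than PT were lower in IBA than in SA at an unadjusted exact p under 0.05. These included CD-IC and B lymphocytes (exact p = 0.032 and 0.0079), and no type passed 0.05 after adjustment over 12 types.

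**Figure D5:**
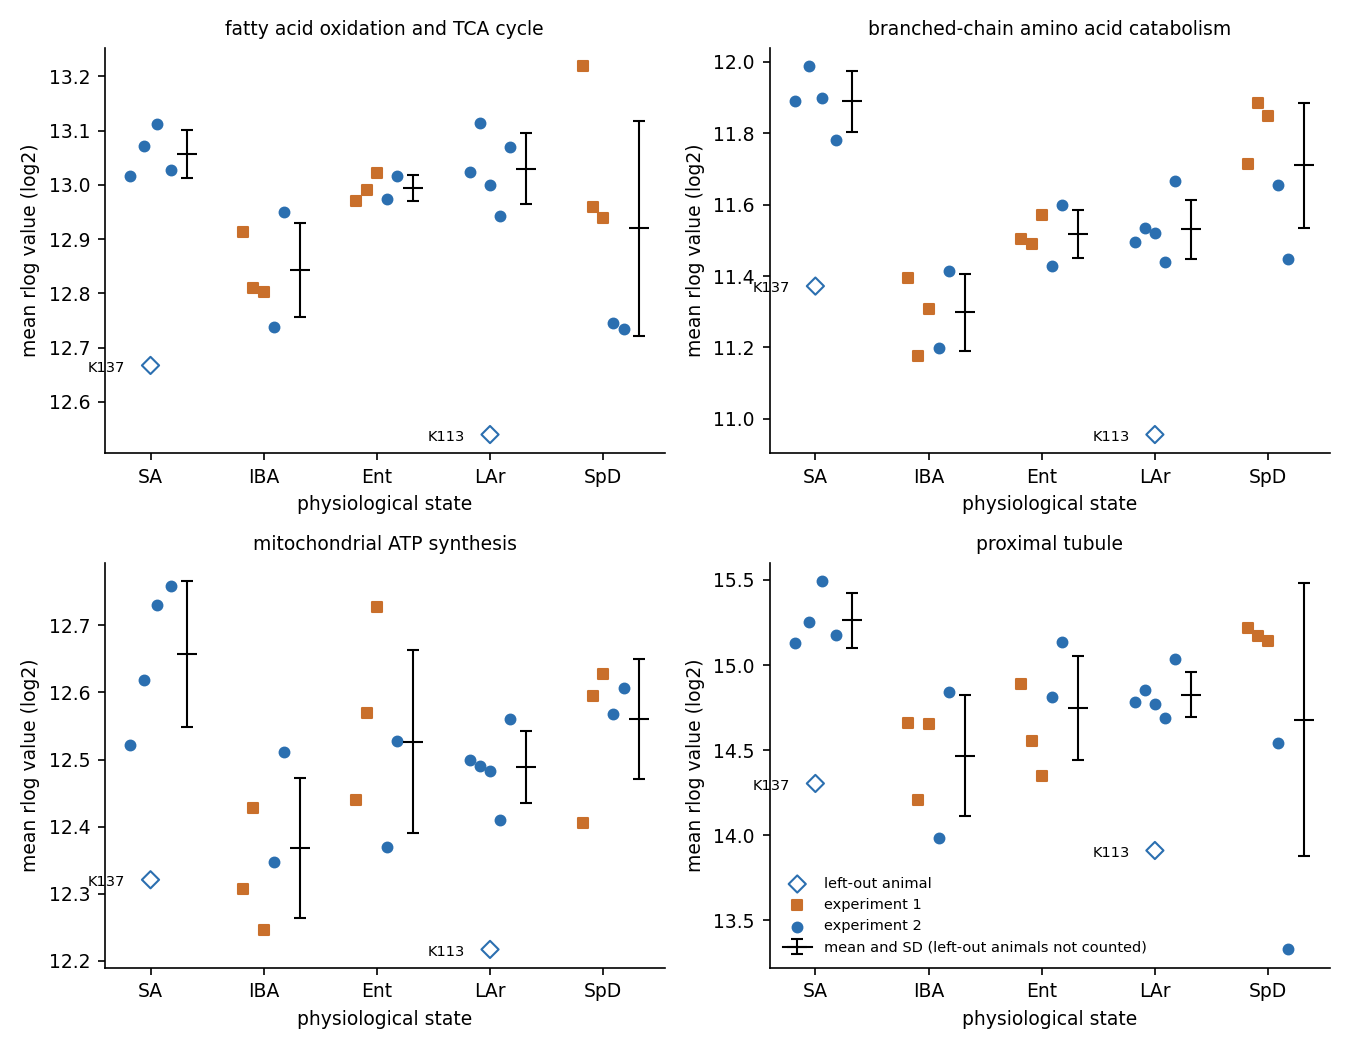
Mean rlog value (log2, vertical axis) of 4 gene lists in each kidney by physiological state (horizontal axis), with experiment 1 as squares, experiment 2 as circles, K113 and K137 as open diamonds, and bars for mean and SD without those 2 kidneys. All 4 lists are highest or nearly so in SA and lowest in IBA.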

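With SA_high and SA_low added, the seasonal genes numbered 479 of 1081 (44.3%, exact 95% binomial interval 41.3% to 47.3%). In all 31 animals the share was 39.1%, and with means from the model with a term for experiment 38.9%. Without SA replicate 139 it was 36.3%, and without SpD replicate 130 it was 50.1%.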

When the SA_high and SA_low genes were merged with Winter_low and Winter_high, respectively, based on their similar functional enrichments (noted earlier), the proportion of DE genes that was seasonally altered increased to nearly 47%. 

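Patterns unique to hibernation (LAr_high, LAr_IBA_high, IBA_high, and the 3 Cold_high patterns) held 241 genes (22.3% of those assigned). Patterns in which active levels returned in at least 1 hibernation state (the 3 Cold_low patterns, LAr_low, LAr_IBA_low, and IBA_low) held 361 (33.4%).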

The remaining DE genes cycled within the torpor-arousal cycle, either uniquely within hibernation (21.5%) or increased to the level found in active animals during one or more of the hibernation states (31.7%). Because transcription and mRNA processing effectively cease at the low Tb of torpor (52–54), rewarming appeared to provide a synchronous signal that activates a serial gene expression program that unfolds over the ∼12 h warm period, beginning in LAr, followed by IBA and ending in Ent.

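LAr_high held 24 genes. Of the 15 immediate early genes that were DE across states, 9 were in it, where 0.30 were expected from the pattern's size (Fisher's exact test for an excess only, against the 1201 DE genes, q = 8.2e-11 over all pattern and list pairs tested). Of the 6 DE genes of the integrated stress response list, 3 were in it, against 0.12 expected (q = 0.013). The immediate early and integrated stress response lists share Atf3 and Ppp1r15a, so these results are not independent. No other pair of pattern and list tested passed 0.05. In these tests IBA_high also held the LAr_IBA_high genes (42 together). The Cold_high patterns were joined, as were LAr_IBA_low and IBA_low, and Cold_low_EH and LAr_low were not tested. Of the lists named here, the integrated stress response list fell from LAr to IBA by a log2 of -0.33 (camera q = 0.014; -0.40 in experiment 2) and the circadian clock list by -0.50 (q = 0.0074; -0.54 in experiment 2). Without IBA replicate 171 the fall of the integrated stress response list had q = 0.083.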

Among the 595 dynamic kidney genes (21.5%) that were uniquely activated in hibernation, the first-on LAr_high genes were enriched for functions in the integrated stress response pathway, regulation of mRNA transcription and circadian regulation. Next, the LAr_IBA_high cluster was enriched for genes involved in the positive regulation of cell growth and response to growth factors. Then in IBA_high, the increased genes were involved in the positive regulation of the unfolded protein response (UPR), myeloid cell homeostasis, and thymocyte apoptosis. 

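IBA_high held 26 genes. The 20 genes of the UPR list did not differ as a group between IBA and LAr (mean log2 0.02, median -0.01, camera q = 0.975, 0 genes DE over all genes and 0 adjusted over the list alone) or between Ent and IBA (mean -0.03, q = 0.975). The list mean was 11.88 ± 0.09 (SD, n = 5) in IBA and 11.82 ± 0.07 (n = 5) in LAr (exact permutation test, 2-sided, p = 0.333). In all 31 animals and in experiment 2 the mean IBA/LAr difference was negative, -0.02 and -0.06. In limma 5 of the 20 genes had an unadjusted p under 0.05 for IBA/LAr and 8 for Ent/IBA. The list was higher in SA than in SpD by 0.23 (q = 1.6e-05) and lower in IBA than in SA (-0.11, q = 0.048, which was 0.205 in all 31 animals). That call was also lost without SA replicates 140 (q = 0.089) or 141 (0.100), IBA replicates 104 (0.199) or 171 (0.112), LAr replicates 109 (0.0501) or 116 (0.0506), or SpD replicates 83 (0.055) or 130 (0.087).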

Finally, as animals were beginning to reenter torpor, the increased genes in Ent were functionally enriched in cilium assembly, DNA repair, myeloid cell homeostasis, and a form of ubiquitin modification (K63-linked) associated with membrane protein trafficking and quality control in the endolysosomal system rather than protein turnover (55).

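Of the 39 cilium assembly genes, 38 were in the table, and 30 of these were higher in Ent than in IBA, by a mean of 0.16 (camera q = 1.0e-04), with 0 DE over all genes and 3 adjusted over the list alone (limma, 18 genes with an unadjusted p under 0.05). The list mean was 9.27 ± 0.06 (SD, n = 5) in Ent and 9.11 ± 0.12 (n = 5) in IBA (exact permutation test, 2-sided, p = 0.016). Without IBA replicate 75 the difference was 0.099 (camera q = 0.0053). In experiment 2, with 2 animals in each group, the difference was 0.04 (q = 0.483). The DNA repair list did not differ between Ent and IBA (0.02, q = 0.485), with 1 gene DE over all genes and 3 adjusted over the list alone.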

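Cold_low_EL held 228 of the 361 genes that returned to active levels (63.2%). With state means from the model with a term for experiment, its share was 39.4%.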

Slightly over half of the 878 genes that were restored to active levels at some point during arousal exhibited the Cold_low_EL pattern. As with genes in the IBA_high cluster, these genes were enriched in pathways related to gene expression (transcriptional regulation), proteostasis (protein ubiquitination and protein folding), and immune system function (TGFB-receptor signaling and regulation of IL-8 production), all strongly decreased before torpor reentry. 

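Of the 18 cytosolic chaperone genes, all in the table, 13 were higher in IBA than in LAr, by a mean of 0.23 (camera q = 0.018), and the list mean was 12.16 ± 0.12 (SD, n = 5) in IBA and 11.92 ± 0.05 (n = 5) in LAr without overlap (exact permutation test, 2-sided, p = 0.0079). In limma 0 of the 18 were DE over all genes (5 with an unadjusted p under 0.05) and 2 adjusted over the list alone. From IBA to Ent the list fell by 0.29 (log2 -0.29, q = 1.0e-04), to 11.87 ± 0.07, again without overlap (exact p = 0.0079), with 0 DE over all genes (12 with an unadjusted p under 0.05) and 3 adjusted over the list alone. In experiment 2 the differences were 0.16 and -0.21, and in all 31 animals the IBA/LAr difference had q = 0.053. The highest IBA value was that of K75 (12.37).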

Genes with roles in transcriptional regulation, RNA splicing, and triglyceride catabolism increased in IBA but remained elevated longer (Cold_low_EM). 

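The 30 RNA splicing genes, all in the table, did not differ as a list between IBA and LAr (mean log2 0.04, camera q = 0.234) and were lower in Ent than in IBA (mean -0.09, q = 0.031, 23 of 30 lower). In each of these pairs 1 gene was DE under either adjustment. The list mean was 11.66 ± 0.06 (SD, n = 5) in IBA and 11.57 ± 0.07 (n = 5) in Ent (exact permutation test, 2-sided, p = 0.0714). In experiment 2 the Ent/IBA difference was -0.0047 (q = 0.757), and it had q = 0.139 without IBA replicate 75 and 0.133 without Ent replicate 66. The list was higher in IBA than in SA (0.12, q = 0.018; 0.07 and q = 0.178 in experiment 2).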

The last group of genes, those increased at the end of the warm period just before torpor reentry found in clusters LAr_IBA_low and IBA_low, were enriched for functions in triglyceride catabolism, fatty acid oxidation, and positive regulation of protein catabolism.

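LAr_IBA_low and IBA_low held 13 and 31 genes. Fatty acid oxidation and TCA cycle genes were higher in Ent than in IBA for 33 of 36 (mean log2 0.15, camera q = 5.9e-05), and the list mean was 12.99 ± 0.02 (SD, n = 5) in Ent and 12.84 ± 0.09 (n = 5) in IBA without overlap (exact permutation test, 2-sided, p = 0.0079). The same list was lower in IBA than in LAr by a mean log2 of -0.25 (q = 1.5e-06), where LAr read 13.03 ± 0.07. Over all genes 0 of the 36 were DE in Ent/IBA (13 with an unadjusted p under 0.05 in limma), and 0 adjusted over the list alone. In experiment 2 the differences were 0.17 and -0.20. Branched-chain amino acid catabolism genes were higher in Ent for 17 of 17 (mean 0.22, q = 1.6e-05; 0.20 in experiment 2), with 0 DE over all genes (11 with an unadjusted p under 0.05 in limma) and 1 adjusted over the list alone.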

### Comparison with Mouse IRI

Several studies report gene expression changes associated with AKI and the progression to CKD (17, 21). We found two of these to be most relevant to our hibernation data because they captured more than one time point within the first 24 h (20, 25).

The response of the mouse kidney to IRI was quantified by RNA-Seq of samples taken 2 h to 12 mo postreperfusion; this study defined seven coexpression modules with distinct time trajectories (20). We quantified 13-LGS DE genes shared with these modules and then asked whether any hibernation coexpression clusters were enriched (Fig. 4*A*, Table 2, Supplemental Table S4). *Module 1* genes are rapidly and transiently expressed from 2 to 4 h after IRI and strongly overlapped with 13-LGS LAr_high genes, those first expressed as the animals emerged from torpor. All three gene sets (mouse IRI *module I*, 13-LGS LAr_high, and the genes common to both) were dominated by terms related to transcription and stress response and reflected activation of a robust immediate early response (Fig. 4*A*, Table 2, Supplemental Table S4). *Module II*, with genes related to cell death and response to wounding in mice, was most enriched in LAr_IBA_high genes, consistent with their early activation in both IRI and arousal from torpor. However, in mice, *module II* genes remained elevated for weeks after reperfusion, whereas the LAr_IBA_high genes during hibernation returned to baseline before Ent, less than 12 h later. The top two most enriched GO:BP terms in their common gene set were positive regulation of cell population proliferation and negative regulation of apoptotic process. Winter_high genes were overrepresented in *module III*, consistent with the enrichment of cell cycle, cell division, and mitosis genes in both, although *module III* genes took 2–3 days to increase following IRI in mice and then returned to baseline after 1 wk, in contrast to their months of elevated expression throughout hibernation. *Module IV* genes were most overrepresented in the 13-LGS IBA_high group, but Cold_low_EL genes were also enriched (*P* = 0.03). The functional enrichment terms associated with the 13-LGS genes in *module IV* included cell adhesion and response to wounding, but no terms related to inflammation, as found in the mouse IRI genes. Here again, the time course differed—*module IV* genes increased only after 1 day then remained elevated for more than 1 wk, whereas Cold_low_EL genes and IBA_high genes increased 4–5 h after Tb began to increase during arousal and were already decreased within 12 h as animals reentered torpor. *Module V* in the mouse is dominated by immune response genes, but these increase only after 1 wk and remain high for months. There are no significant overlapping patterns among the 13-LGS DE genes, but the common genes in *module V* were also enriched for immune system function (Supplemental Table S4). *Module VII* genes in the mouse IRI model decrease rapidly (2–4 h) and then recover within 24 h after reperfusion. Interestingly, the 13-LGS coexpression clusters most enriched with *module VII* genes were those in Winter_low and IBA_high, their shared functional enrichments with *module VII* genes included mitochondria, oxidoreductase, symporter and transporter activities, and fatty acid oxidation. Taken together, the results of this comparison indicate that arousal from torpor in 13-LGS induces a gene expression pattern in kidney that begins with an IE response very similar to that of a mouse following IRI but then strongly deviates temporally, although not functionally.

**Figure 4.**
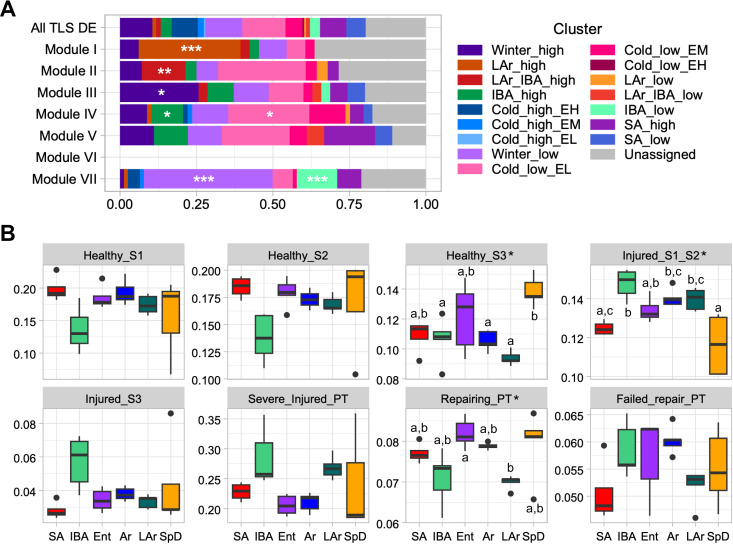
Comparison of DE gene expression in hibernation and after ischemia-reperfusion (IR) injury in mouse kidney. *A*: bars show the proportion of all 13-LGS DE genes in each coexpression cluster and those overlapping with genes in each post-IR injury module in the mouse. Asterisks mark clusters with overrepresentation based on Fisher’s exact test with *P <0.05, **P <0.01, and ***P <0.001. *B*: DISSECT reconstructions plotted as proportions of healthy, injured, repairing, and failed-repair PT cells (25) by hibernation state. Dots indicate outliers, asterisks indicate ANOVA *P* < 0.01, small letters near boxes identify states with different cell proportions (Tukey’s HSD, *P* < 0.01). See Table 2 for additional details. 13-LGS, 13-lined ground squirrel; DE, differentially expressed; HSD, honestly significant difference.

**Table 2.** Mouse IRI injury module genes in 13-LGS hibernation coexpression clusters

Mouse IRI Module (Gene No.)	Time DE (Mouse)	Mouse IRI Module Functional Enrichments	Most Enriched Hibernation Cluster	*P* value (Fisher’s exact Test)
I (33/101)	↑2 and 4 h, ↓ by 24 h	Transcription, IE response genes	LAr_high	1.24E-11
II (28/99)	↑2 and 4 h, remain ↑ >1 wk	Death, apoptosis, response to wounding	LAr_IBA_high	1.37E-03
III (34/371)	↑2–3 days, ↓ by 7 days	Cell cycle, cell division, mitosis	Winter_high	0.032
IV (68/516)	↑1 day, remain ↑ >1 wk	Cell adhesion, inflammatory response	IBA_high	0.017
V (18/352)	↑7 days, remain ↑ months	Immune response, leukocyte activation	IBA_high	0.154
VI (0/82)	↑6 and 12 mo	Immune-related	No overlap	na
VII (76/405)	↓2 and 4 h, ↑ by 24 h	Oxidation-reduction, AA catabolism	Winter_low	1.33E-07

Mouse data from Liu et al. (20), see also Fig. 4. Numbers in the first column are number of 13-LGS DE in module/number in module. 13-LGS, 13-lined ground squirrel; DE, differentially expressed; IRI, ischemia-reperfusion injury.

More recently, kidney responses to IRI captured by single-cell or nuclei RNA-Seq in mice reveal a range of cell states spanning healthy, repairing, injured, and failed repair cells of the proximal tubule (25). These characteristics were also identified in other datasets after deconvoluting bulk sequence data from human, mouse, and rat (25). When DISSECT was used for deconvolution of our 13-LGS RNA-seq data, injured PT cells were highest in IBA, whereas repairing and healthy PT cells were higher in Ent (Fig. 5*B*). These kinetics are consistent with torpor and rewarming from torpor, causing sufficient damage to initiate a modest, transient injury response immediately upon rewarming, which leads to rapid repair and restoration of structure and function of the kidney over the short 12 h warm period before the animals enter another bout of torpor.

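Havcr1, Spp1, and Clu were added here as genes of kidney injury, and the deconvolution itself was not repeated. Havcr1 (gene8795) was 8.57 ± 1.10 (SD, n = 5) in IBA, 7.30 ± 0.50 (n = 4) in SA, 7.15 ± 0.89 in Ent, 7.14 ± 0.37 in LAr, and 6.18 ± 0.48 in SpD. It was DE across states (limma F test, q = 5.4e-04) and lower in SpD than in IBA (log2 -2.39, SE 0.37, q = 2.6e-04). It did not pass 0.001 between IBA and Ent (Ent/IBA -1.42, q = 0.015), IBA and LAr (1.40, q = 0.022), or IBA and SA (1.31, q = 0.033). The difference between IBA and SpD was 3.18 in experiment 1 (3 animals each) and 1.21 in experiment 2 (2 each), with every IBA animal above every SpD animal in both. IBA animals read 9.16 in experiment 1 and 7.69 in experiment 2. SpD/IBA had q = 0.105 in experiment 2, 0.0012 without IBA replicate 70 or SpD replicate 83, and 0.0010 without SpD replicate 80. The F test had q above 0.001 without IBA replicates 69 (0.0011), 70 (0.0011), or 75 (0.0017) or SpD replicates 77 (0.0013), 80 (0.0012), 83 (0.0016), or 130 (0.0014). Clu (gene19692) was highest in IBA at 14.30 ± 0.74 and lowest in SpD at 12.53 ± 0.32 (SpD/IBA -1.77, q = 0.0011; F test, q = 0.0027, and 2.8e-04 without IBA replicate 171). Spp1 (gene24515) was 15.20 ± 0.61 in IBA, 15.05 ± 0.45 in Ent, and 14.21 ± 0.50 in SpD (F test, q = 0.0502).

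**Figure D6:**
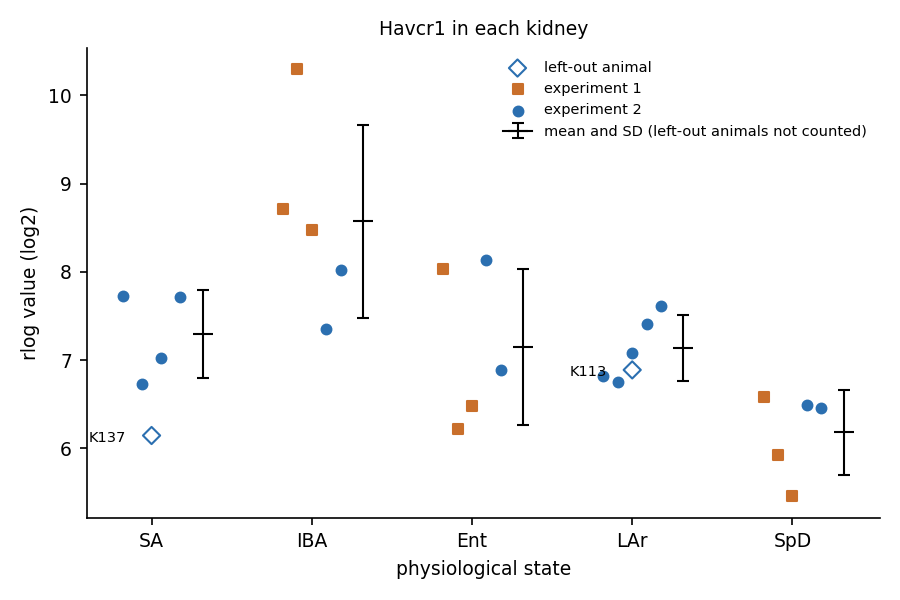
Rlog value of Havcr1 (log2, vertical axis) in each kidney by physiological state (horizontal axis), with experiment 1 as squares, experiment 2 as circles, K113 and K137 as open diamonds, and bars for mean and SD without those 2 kidneys. The 3 IBA kidneys of experiment 1 are above the 2 of experiment 2.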

**Figure 5.**
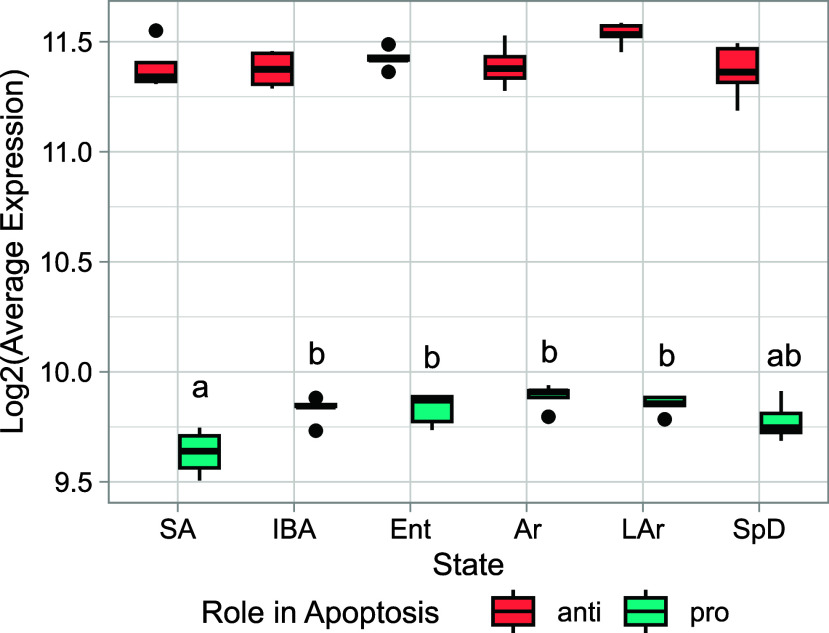
Elevated expression of antiapoptotic genes compared with proapoptotic genes in 13-LGS kidney. Boxplots of average relative abundance of key antiapoptotic (peach, *top*) and proapoptotic (blue, *bottom*) genes, plotted individually in Supplemental Fig. S6. Average count data from the 29 samples remaining after outliers K136, K137, and K113 were removed, only the proapoptotic genes were DE across hibernation states, ANOVA *P* < 0.001, letters indicate groups that differ (Tukey’s HSD *P* < 0.01). 13-LGS, 13-lined ground squirrel; DE, differentially expressed; HSD, honestly significant difference.

### Relative Abundance of Antiapoptotic and Proapoptotic Genes

The onset of gene expression in LAr is widely characteristic of IRI damage response in kidneys from a variety of species, including human (25), yet in these hibernators, the serial gene expression program that unfolds afterward leads quickly to functional repair and avoids the widespread cell death, inflammation, and fibrosis caused by maladaptive repair. Cell death is an important component of the kidney’s response to IRI injury and occurs in both adaptive and maladaptive repair pathways (56). Earlier work indicates that neither apoptosis nor necrosis is elevated in 13-LGS kidney in IBA animals compared with those in SA or torpor (13).

Annotations related to cell death pathways were not highly enriched among the DE genes in our data set (Fig. 3, Supplemental Table S4); only one term in the coexpression clusters, thymocyte apoptosis, appeared in the IBA_high group. When seasonal effects were discounted, i.e., in the pairwise comparisons, a few more terms emerged, again mainly in the genes increased in IBA (upIBAvLAr) and strictly confined to the mechanism of apoptosis. There was also some evidence of increased death-related pathways in the overlap with the mouse data (LAr_IBA_high genes in mouse *module II*; Fig. 4 and Table 2), but the number of genes was small. Unlike the mouse, where the death genes remain elevated for at least 1 wk, these decreased within 12 h, before Ent, suggesting that the 13-LGS have a mechanism that biases cells toward survival or checks death pathway activation in IBA. Although we were unable to identify a specific gene to propose for such a role, we found elevated expression of several antiapoptotic genes compared with proapoptotic genes in the dataset (Fig. 5, Supplemental Fig. S6).

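The paper's gene lists are in a supplemental figure that was not used here, so lists were written from general knowledge. Of 10 antiapoptotic genes 8 were in the table, and of 16 proapoptotic genes 11. The log2 of the mean of the untransformed values over the antiapoptotic genes exceeded that over the proapoptotic genes in 29 of 29 animals, by 1.49 ± 0.17 (SD; range 1.19 to 1.94), and by 1.50 in all 31. With means of log2 values the difference was 1.75, with BCL-2 family genes only 1.48, and without the most abundant gene of each list 1.60. The antiapoptotic level (mean 11.08) did not differ across states (permutation test of the F statistic, p = 0.627). The proapoptotic level did (permutation p = 6.4e-04), over a range of state means of 0.19, with SA lowest at 9.45 ± 0.08 (n = 4). With means of log2 values it did not (permutation p = 0.057), and in all 31 animals the permutation p was 0.011. IBA exceeded SA by 0.16 (exact permutation test, 2-sided, p = 0.024, and 0.119 after adjustment over 5 comparisons with IBA). By camera neither list passed 0.05 in any of the 7 pairs, with the nearest the proapoptotic list in IBA/SA (mean log2 0.16, q = 0.093). By a rotation test (fry) the proapoptotic list passed in IBA/SA (q = 0.0046) and SpD/IBA (mean log2 -0.07, q = 0.046).

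**Figure D7:**
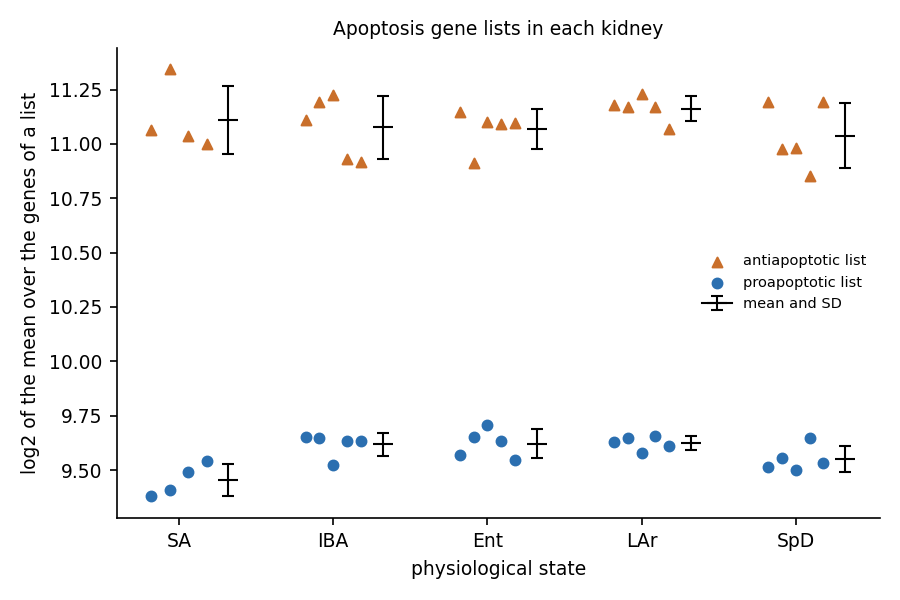
Log2 of the mean over the genes of a list (vertical axis) for the antiapoptotic (triangles) and proapoptotic (circles) lists in each kidney by physiological state (horizontal axis), with bars for mean and SD. The triangles lie above the circles in every kidney.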

### Dynamics of Gene Expression across Arousal from Torpor Is Reminiscent of the 12-h Circatidal Rhythm

Most functional enrichment annotations among the genes that varied across the torpor-arousal cycle related to universal cell physiology, i.e., synthesis of transcripts and proteins (Supplemental Table S4). Moreover, the genes for these crucial cell functions appeared to be temporally ordered across the hibernator’s brief warm arousal (Fig. 3). Functional enrichments related to gene expression, specifically transcription, RNA splicing, processing, and transport, as well as protein folding and processing through the endoplasmic reticulum and the Golgi, similarly characterize the biological rhythm known as the circatidal or 12-h rhythm. The majority of gene products are expressed relatively early in the 12-h rhythm, but there is a progression over the 12 h window that mirrors the flow of genetic information through the steps described by the central dogma (57). To examine our dataset for known 12-h genes, we selected all 12-h genes defined in mouse liver (57) that appeared in our dataset with LRT_padj < 0.05. These were plotted by temporal expression pattern (Fig. 6), and then the genes in each coexpression cohort were tested for functional enrichment. As with the 12-h rhythm, the first-on genes (increased in LAr and IBA) were enriched for terms related to RNA biogenesis, whereas the protein trafficking-related genes increased later (IBA and Ent, or just Ent). Moreover, just one gene is documented to cycle with 12-h rhythmicity in the kidney (58). This gene, *Hspa1b*, was Cold_low_EL; its elevated expression during IBA in the torpor-arousal cycle is analogous to its expression early in the 12-h rhythm and concordant with its role in protein folding.

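The list of 26 Golgi and ER transport genes, all in the table, did not differ between Ent and IBA (mean log2 0.01, median -0.02, camera q = 0.553) or between IBA and LAr (-0.06, q = 0.209). In limma 0 of the 26 were DE in either pair over all genes or adjusted over the list alone (5 had an unadjusted p under 0.05 in each). List means were 11.56 ± 0.02 (SD, n = 5) in LAr, 11.54 ± 0.06 in IBA, and 11.55 ± 0.05 in Ent (exact permutation test, 2-sided, p = 0.794 for Ent against IBA). In experiment 2 the Ent/IBA difference was 0.06 (q = 0.132).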

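Hspa1b (gene21454) followed Cold_low_EL with r = 0.929. It was 10.83 ± 0.68 (SD, n = 4) in SA, 10.74 ± 0.46 (n = 5) in SpD, and 10.66 ± 0.66 in IBA, against 10.17 ± 0.26 in LAr and 9.87 ± 0.38 in Ent. Across states the limma F test gave q = 0.0055, which is not past 0.001. IBA/LAr was 0.60 (q = 0.198; 0.46 in experiment 2) and Ent/IBA -0.79 (SE 0.29, q = 0.073; -0.63 in experiment 2). Hspa1a, a near-identical copy in the same list, followed the same pattern with r = 0.921. The authors quantified transcripts with Salmon, and the paper does not describe how reads common to both copies were divided.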

**Figure 6.**
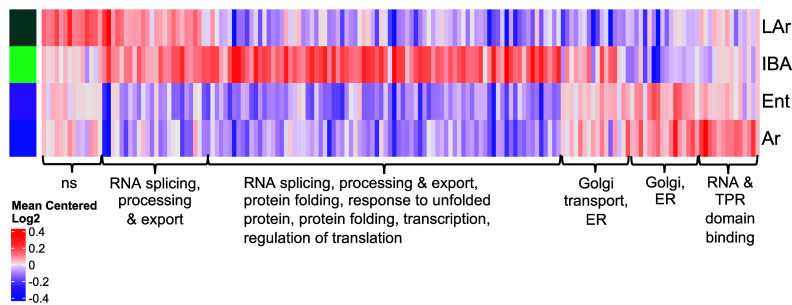
Kidney expression of 12-h genes across the torpor-arousal cycle in hibernating 13-LGS. Heatmap plots the relative abundance of 12-h genes identified in mouse liver (57) in hibernating kidney samples from the torpor-arousal cycle. Top enriched Gene Ontology (GO) terms found in each temporally distinct group of coexpressed genes are indicated. Only one gene has been reported to exhibit a 12-h rhythm in the kidney, *Hspa1b* (58). This gene is DE in our dataset and belongs to the Cold_low_EL coexpression cluster. 13-LGS, 13-lined ground squirrel; DE, differentially expressed; ER, endoplasmic reticulum; TPR, tetratricopeptide repeat.

## DISCUSSION

Torpid 13-LGS have elevated serum creatinine and decreased urinary output, thereby exhibiting the defining characteristics of AKI (13, 14). But, like torpor itself, this apparent AKI is transient, reversing periodically when the animals rewarm. Here, we show that the hibernator fails to develop the histological or molecular characteristics of AKI and progression to CKD even after numerous torpor-arousal cycles that alternate multiday periods of low blood flow at 4°C with rapid reperfusion and rewarming to 37°C. The hibernating 13-LGS thus avoids, both episodically during each arousal (13, 14) and seasonally after a score of them (Supplemental Table S2), the classic pathophysiological signs of kidney damage and disease in the transition from AKI to CKD, namely widespread cell death followed by immune infiltration, activation, and fibrosis (17, 59, 60).

To uncover the molecular mechanisms conferring the hibernator’s resistance to AKI and progression to CKD, we identified DE kidney genes across six physiological states of the annual cycle between activity and hibernation with its embedded torpor-arousal cycle. 

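S100a8 and S100a9 were not in the table. Lcn2 (gene4862) was 11.34 ± 1.41 (SD, n = 5) in IBA and 9.85 ± 1.27 in LAr (limma F test across states, q = 0.225). Vcam1 (gene22140) was lowest in SpD at 10.74 ± 0.30 and highest in IBA at 12.02 ± 0.55 (q = 0.014). Dcdc2 (gene19393; listed in mouse as Dcdc2a) was lowest in SpD at 9.92 ± 0.12 (q = 0.047). Sema5a (gene17961) was lowest in SA at 9.73 ± 0.17 (n = 4) (q = 0.0099), and had q = 9.0e-04 with animal weights. None passed 0.001 in the 29 animals or in all 31. Of 8 fibrosis genes 7 were in the table, and all 7 were higher in IBA than in LAr (mean log2 0.68, camera q = 0.024; 0.17 and q = 0.539 in experiment 2; q = 0.056 without IBA replicate 70). The 5 IBA and 5 LAr animals overlapped (exact permutation test, 2-sided, p = 0.0794).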

Consistent with the observed restoration of normal renal function and lack of histopathology after each torpor bout during IBA, as well as the end of hibernation, many genes associated with kidney damage and progression to disease in other organisms were unchanged or filtered due to low expression, including *Lcn2* (*Ngal*), *Vcam1*, *Dcdc2a*, *Sema5a* (17), and *S100a8/9* (61). One 13-LGS RNA-Seq library, however, provided an exception to this result. In the SA outlier, K136, numerous genes associated with immune activation and fibrosis increased, whereas genes encoding kidney transport and metabolic functions decreased (Supplemental Fig. S3). These changes are found weeks to months after kidney injury and are characteristic of failed repair in mouse models and in human transplant failure and other forms of CKD (19, 20, 25, 62). The contrast between this animal and the others demonstrates that the hibernating 13-LGS’s resilience is not due to a lack of the relevant biology, but to a highly effective, context-dependent mechanism that accelerates adaptive repair such that it is completed during each arousal, in ∼12 h.

After removing this CKD-like sample and two other outliers, which appeared to be timing variants (Supplemental Fig. S4), 3,446 hibernation-related DE genes were identified. The DE genes clustered into multiple coexpression patterns with clear effects of both season and torpor-arousal cycle on the kidney transcriptome (Figs. 2, 3). These results support and extend findings of gene expression in the brain (33), liver (52), and adrenal gland (63), all of which demonstrate the value of multiple, precisely timed samples for studies of molecular dynamics in hibernation. It is noteworthy that transcription (53) and processing (52) of mRNAs effectively cease at the low Tb of torpor, as do protein synthesis (64, 65) and degradation (66). Consequently, few regulated gene expression changes occur across the torpor bout, although it is by far the longest time interval in the torpor-arousal cycle (Figs. 1 and 3, Table 1).

Keeping the effects of low Tb on gene expression in mind while considering these kidney RNA-Seq results, it is not surprising that the smallest number of DE genes were found in the sampling interval that spans the torpor bout, Ent to Ar (Table 1, Supplemental Table S3). As expected, the few protein-coding mRNAs that were DE in this interval decreased and were thus less stable than the bulk polyadenylated RNA pool. 

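RNaseP_nuc is the name of the RNase P RNA in the authors' table. Rpph1 is not in the table under that symbol. RNaseP_nuc was 5.82 ± 0.87 (SD, n = 5) in Ent, 7.64 ± 0.39 in LAr, 5.57 ± 0.94 in IBA, 5.51 ± 0.73 in SpD, and 5.07 ± 0.23 (n = 4) in SA. Its difference from LAr to IBA was -2.99 (limma, q = 7.8e-10), with -3.20 in experiment 2. Without a term for experiment it was -2.06 (q = 0.0028), and in a fit of these 2 groups alone -2.06 (q = 0.011), neither past the threshold. Polyadenylated RNA was selected for sequencing, so RNAs without a poly(A) tail are counted only in part.

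**Figure D8:**
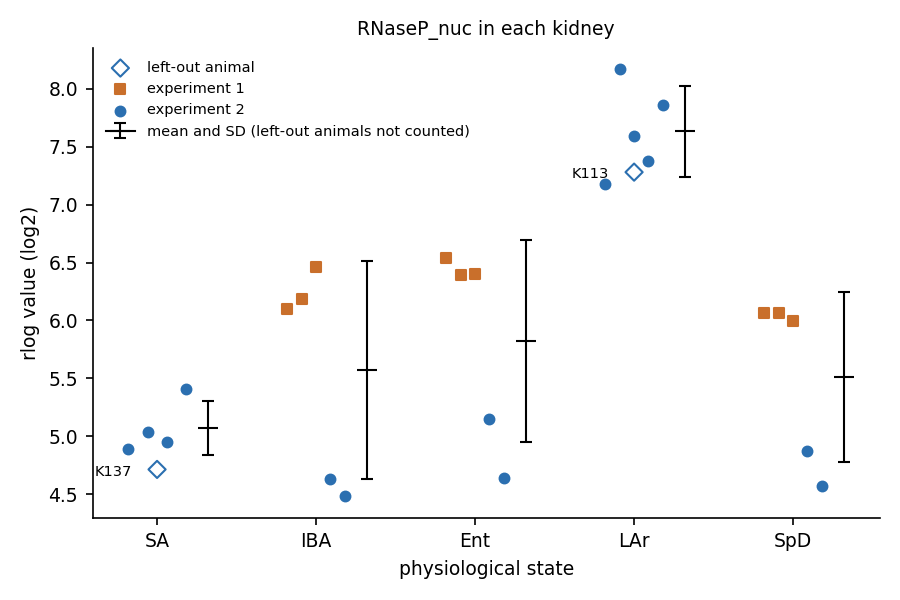
Rlog value of RNaseP_nuc (log2, vertical axis) in each kidney by physiological state (horizontal axis), with experiment 1 as squares, experiment 2 as circles, K113 and K137 as open diamonds, and bars for mean and SD without those 2 kidneys. LAr lies above the other states shown.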

The RNAs increased across this interval were all unknown except *Rpph1* (the RNA subunit of RNase P). Like *Rpph1*, they appear to be short ncRNAs that are processed through the nuclear exosome; inactivity of this RNA degradation pathway during torpor allows these otherwise transiently polyadenylated forms to accumulate (54). In contrast, only increased DE genes were found across the next sampling interval of the torpor-arousal cycle, which is also the shortest (45 min–1 h), Ar to LAr; these mostly known, protein-coding genes that all increased in LAr likely reflect that the kidney had finally rewarmed sufficiently for mRNA transcription (53) and processing (52) to resume. 

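The immediate early gene list had 20 of its 25 genes in the table, and its mean was 10.47 ± 0.19 (SD, n = 5) in LAr. From LAr to IBA 17 of the 20 fell, by a mean log2 of -0.86 (camera q = 2.4e-10), to 9.80 ± 0.40 (exact permutation test, 2-sided, p = 0.016), with 9 DE over all genes and 13 adjusted over the list alone. In experiment 2 alone the difference was -1.08. The IBA animals differed by experiment, with list means of 9.92 to 10.26 in the 3 of experiment 1 and 9.29 to 9.49 in the 2 of experiment 2. Egr1 read 10.73 and 9.03 in them, and its fall from LAr to IBA (log2 -2.28, SE 0.34, q = 9.3e-05) had q = 0.0012 without IBA replicate 104. Fos fell by 2.09 and Ciart by 2.59 from LAr to IBA. From IBA to Ent the list fell further (log2 -0.36, q = 1.0e-04), but not in experiment 2 (-0.06, q = 0.605).

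**Figure D9:**
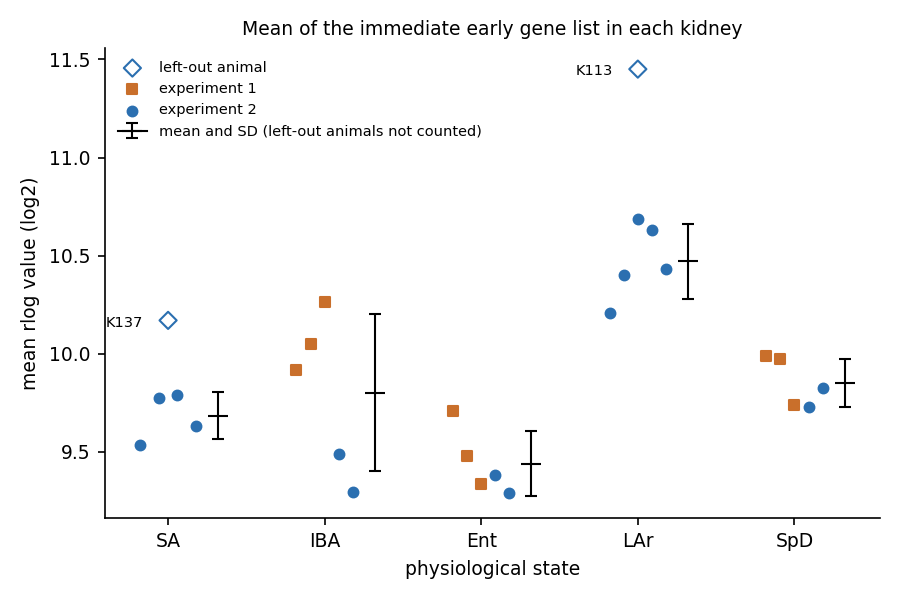
Mean rlog value of the immediate early gene list (log2, vertical axis) in each kidney by physiological state (horizontal axis), with experiment 1 as squares, experiment 2 as circles, K113 and K137 as open diamonds, and bars for mean and SD without those 2 kidneys. LAr is highest, and the IBA squares lie above the IBA circles.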

Here we saw rapid, transient, and relatively large-fold inductions of genes dominated by IER genes and other transcription factors (Fig. 3, Supplemental Tables S3 and S4). Rapid induction of IER genes following reperfusion (Fig. 4*A*) is widely shared among kidney (and other organ) injury models (19, 20, 22, 25, 67). The next interval, from LAr to IBA, is also relatively short, 1.5–3 h, during which time additional transcription factors increased, along with genes related to proteostasis, cell division, DNA repair, apoptosis, and immune activation. It is noteworthy that these changes in IBA are of lower magnitude, likely reflecting a divergence in response among the kidney’s dozens of cell types compared with a more synchronous response earlier in the interval of active gene expression. This trend toward lower fold change continues to the end of the warm period, i.e., across the IBA to Ent interval, where the number of DE genes also decreased. 

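The median absolute log2 difference of DE genes was 0.61 in IBA/LAr. At least 2-fold were 7 of the 124 increases and 25 of the 60 decreases.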

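In Ent/IBA the median absolute log2 difference of the 96 DE genes was 0.48, and 4 changed by at least 2-fold, 2 in each direction. The largest increase was 1.34 and the largest decrease -1.19, against 1.38 and -2.99 in IBA/LAr.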

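From IBA to Ent, 51 of the 51 mitochondrial ATP synthesis genes in the table were higher, by a mean of 0.16 (camera q = 1.3e-08, fry q = 0.0503), with 0 DE in limma over all genes and 0 adjusted over the list alone (19 with an unadjusted p under 0.05). The list mean was 12.53 ± 0.14 (SD, n = 5) in Ent and 12.37 ± 0.10 (n = 5) in IBA (exact permutation test, 2-sided, p = 0.0714). In experiment 2 alone, with 2 animals in each group, the difference was 0.03 (q = 0.347).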

As Tb again fell to temperatures that no longer supported production of mature mRNAs, the elevated Ent transcripts were enriched in components of cilia and mitochondria, key structures for kidney function.

Current understanding of gene expression changes following IRI in the kidney is based on experiments in mice (20, 23–25, 61, 68–72) or data collected from biopsies of human kidney, largely from transplant patients (19, 51). Only a few mouse datasets have multiple samples within the first 24 h, and the human transplant samples are even more limited, with no more than one sample within the window most relevant for comparison to the 13-LGS samples. In all IRI cases studied, activation of a stress response beginning with increased IER genes is the earliest event after reperfusion, followed by genes involved in cell death and repair. For adaptive repair, injured cells may escape death and repair themselves, or nearby cells may dedifferentiate, enter the cell cycle, replicate, and then redifferentiate. But other injured cells may irreversibly enter an aberrant state that induces a proinflammatory phenotype, attracting and activating additional immune cells from the circulation and stimulating fibrosis (17, 67). This aberrant state may persist for months to years. A full understanding of events that determine whether a cell will undergo adaptive versus maladaptive repair is lacking, although the latter is enhanced when the injury is more severe (69).

The evidence presented here suggests that the hibernating 13-LGS is an ideal model with which to identify the pathways that determine maladaptive versus adaptive repair. The earliest response to IRI injury, i.e., activation of IER genes, occurred as the animals rewarmed from torpor, but the tempo of downstream events differed, as well as the final outcome, as the hibernators showed no histopathological evidence of enhanced cell death, widespread immune activation, or maladaptive repair, consistent with earlier findings (Supplemental Table S2; 8, 13). Yet the outlier SA animal, K136, proves that this is not a species-specific limitation, because it showed all the classical gene expression signatures of the maladaptive repair pathway (Supplemental Fig. S3). Because the hibernator repeatedly undergoes IRI during rewarming from torpor, any injury incurred must be repaired before Ent or the damage would accumulate over the hibernation season. We found little evidence of immune stimulation; only the two markers for kidney-resident macrophages and one for B-cells were detected across all of the samples (Supplemental Fig. S3) during normal hibernation. 

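C1qa (gene1714) ranged over the states from 7.82 ± 0.38 (SD, n = 5) in SpD to 8.36 ± 0.47 in IBA, and C1qb (gene1716) from 7.73 ± 0.33 in SpD to 8.25 ± 0.23 (n = 4) in SA. Neither differed across states (limma F test, q = 0.103 and 0.154 in the 29 animals).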

Functional enrichment annotations of coexpressed genes (Fig. 3, Supplemental Table S4) in addition to the comparisons with mouse IRI data (Fig. 4, Table 2) show that genes related to cell death and immune responses were quickly but transiently activated only in IBA, in sharp contrast to mouse, where both extend for over a week. A modest increase in caspase 3 activity during IBA compared with torpor and SA was reported previously (13), consistent with our RNA-Seq findings. We speculate that kidney-resident macrophages eliminate any injured cells during IBA by apoptosis, but the signals that recruit circulating immune cells are never sent. The seasonally decreased metabolic genes, also a characteristic of the response to IRI in mice, in addition to the seasonally increased cell division and DNA replication and repair genes, would provide an enhanced background that enables rapid tissue repair via the adaptive pathway in these hibernators. The balance between cell survival and cell death pathways generally favors survival but, in a small number of individual cells, particularly in IBA, this balance can likely change to promote apoptosis, consistent with the assignment of *Bak1*, *Bax*, and *Bcl2l11* to the IBA_high co-expression cluster (Supplemental Fig. S6). 

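Bak1 (gene2835) followed IBA_high with r = 0.892, Bax (gene19081) with r = 0.975, and Bcl2l11 (gene22671) with r = 0.942. Across states the limma F test gave q = 4.1e-04 for Bcl2l11, 0.0058 for Bak1, and 0.0066 for Bax, so only Bcl2l11 passed 0.001. With animal weights Bak1 passed too (q = 1.0e-04). Bcl2l11 did not pass in all 31 animals (q = 0.101), without IBA replicates 69 (0.0014) or 104 (0.0023), or in experiment 2 (0.0079). In IBA, Bak1 was 9.01 ± 0.05 (SD, n = 5), against 8.56 ± 0.18 in LAr and 8.56 ± 0.21 in Ent. From LAr to IBA, Bak1 rose by 0.54 (q = 0.0037), Bcl2l11 by 0.48 (q = 0.0018), and Bax by 0.33 (q = 0.013). From IBA to Ent the differences were -0.44, -0.47, and -0.30. The IBA/LAr differences in experiment 2 were 0.46, 0.41, and 0.37.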

Single-cell data are required to understand all of these gene expression changes in their cell-specific context.

To summarize, our histopathological analysis shows that 13-LGS avoids the kidney’s maladaptive repair pathway throughout many months of hibernation, a finding corroborated by the RNA-Seq data. In normal hibernation, the animals rapidly and efficiently execute the adaptive repair pathway during each arousal from torpor. Activation of IER genes during rewarming from torpor occurred in a cellular context seasonally primed for rapid repair by upregulated cell division and DNA repair and replication genes (Winter_high genes) and downregulated (Winter_low) genes involved in mature kidney epithelial transport functions. This seasonal reprogramming may be cued by the metabolic changes associated with fasting, as these animals stop eating in preparation for hibernation and fast throughout winter hibernation (9). Importantly, genes associated with damage and repair, including those related to cell death and the immune system, were activated during IBA, but only transiently, when pathways related to gene expression and proteostasis were also enhanced. By the time the hibernating 13-LGS reentered torpor, repair was complete, with genes exhibiting increased expression being dominated by the mature differentiated kidney features of cilia and mitochondria. The gene expression program that unfolded across the 12 h arousal period in hibernating 13-LGS is highly reminiscent of the 12-h “circatidal rhythm” (Fig. 6), initially observed in animals of the intratidal zone, but now known in mammals (57, 73–75). The important cue for initiating this program is likely rewarming, with its induction of the IER genes. The transcription factor, Xbp1, plays a major role in orchestrating this rhythm (57). Xbp1 is a key component of the unfolded protein response, an IER gene (76), and critical for avoiding maladaptive repair after AKI (77). 

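Xbp1 (gene18488) was 11.56 ± 0.30 (SD, n = 5) in IBA, 11.55 ± 0.37 in SpD, and 11.48 ± 0.07 (n = 4) in SA, against 11.28 ± 0.09 in LAr and 11.26 ± 0.16 in Ent. It followed Cold_low_EL with r = 0.980 but did not differ across states (limma F test, q = 0.123). IBA/LAr was 0.32 (q = 0.138) and Ent/IBA -0.31 (q = 0.134). In experiment 2 alone the F test gave q = 8.5e-04, while IBA/LAr was 0.06 and Ent/IBA -0.13.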

The functional enrichments in our coexpression clusters, as well as those in the 13-LGS kidney genes that overlap with known 12-h rhythm genes in mouse liver (Fig. 6), indicate that hibernators exploit the 12-h rhythm during arousal, but more frequent sampling across the arousal is needed for confirmation (58). If synchronous activation of this ancient rhythm is necessary and sufficient to ensure adaptive repair of the kidney in hibernators, it may lead to safe, novel treatments that prevent AKI to CKD progression and improve transplant outcomes.

## Data Availability

Raw FASTQ files and batch-corrected, regularized log transformed counts for each library are available in the GEO record, GSE227101.

How the deposited data were processed for this re-analysis (not part of the article)

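RNA was measured in kidneys of 13-lined ground squirrels in 6 states, and the deposited table holds 31 animals and 12863 genes. The authors sequenced experiment 1 (9 animals) and experiment 2 (22 animals) with different library kits and instruments, selected polyadenylated RNA, trimmed reads with cutadapt, removed mitochondrial reads with hisat2, and quantified transcripts with Salmon on the HiC_Itri_2 annotation. The authors then summed to genes with tximport, filtered on rlog values, made rlog values with DESeq2, and removed the batch effect with limma. The deposited values are in the authors' unit, batch-corrected rlog on the log2 scale. Their range, the medians of the animals, the columns (correlations between 0.922 and 0.992), and the equal means of the experiments were checked against this unit. Counts and depths are not in the table, so no counting error can be given, and the precision is that of the spread between animals.

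The paper's DE test was that of the authors' DESeq2 run on their uncorrected counts, which are not in the table. In its place, limma 3.58.1 in R 4.3.3 was fitted to the deposited values with state, sex, and experiment as terms, empirical Bayes moderation with an intensity trend, and Benjamini-Hochberg adjustment within each contrast at a threshold of 0.001. At least 2-fold means an absolute log2 difference of rlog values of at least 1. The paper's fold sizes are instead shrunken log2 fold changes from counts. The deposited values had already lost the mean difference between experiments, and the model does not count the degree of freedom spent on that. The main set is the 29 animals of the paper's DE analysis, without K113 and K137, and the counts, camera tests, and gene results were repeated in all 31.

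Each of the 16 patterns was written as levels over the 6 states, and a gene was assigned to the pattern of highest Pearson's r if r was above 0.8. The 17 gene lists are immediate early genes, integrated stress response, circadian clock, unfolded protein response, cytosolic chaperones, RNA splicing, Golgi and ER transport, cilium assembly, mitochondrial ATP synthesis, cell division and DNA replication, DNA repair, fatty acid oxidation and TCA cycle, branched-chain amino acid catabolism, proximal tubule, fibrosis, antiapoptotic, and proapoptotic genes. They were written from general knowledge, as were the cell type markers and a list of medullary genes, and no annotation database was used. Lists were tested with camera at a preset correlation of 0.01, at a threshold of 0.05 over 119 tests, with fry, an estimated correlation, and an exact permutation test of list means beside it. Permutation tests across states used 100000 resamples. Tests were 2-sided, except Fisher's exact tests and the counts of shuffles or splits with as many, which looked for an excess only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

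Genes named in the text follow a rule. It takes every gene the paper names, the injury genes Havcr1, Spp1, and Clu, sex-linked genes, the 3 largest increases and 3 largest decreases of each pair among DE genes with a symbol whose groups do not overlap, the 5 lowest q values across states, and members of the lists. Some genes under this rule, each lost in at least 2 alternatives or left-out animals, are given among the other observations and not at a claim, a choice made after their values were seen. Of 45 such genes, 41 matched a symbol in the RefSeq annotation of the assembly mIctTri1.hap1, which is not the authors' assembly, so no positions are given. The lists, comparisons, tests, and alternatives were set before the data were examined, apart from those said to be chosen later. The alternatives were all 31 animals, no term for experiment or sex, no intensity trend, a robust prior variance, animal weights, experiment 2 only, genes with a mean of at least 8, median centering, a threshold of 0.01, DE genes also DE across states, a fit of the 2 groups compared, each animal left out, and other settings for lists, patterns, and distances. The model was tested on simulated data. Deconvolution, coexpression modules, histology, and term enrichment were not analysed here. Some states, pairs of states, and marker genes that were fitted are not reported here.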

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

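The tests of K113 on the way to IBA and of Havcr1 by experiment were chosen after the result was seen. So were those of the share of proximal tubule cells and of medullary genes in K113, K137, and K130. The tests of injury in K113 and K137 were also chosen then. The list of medullary genes was not among those set before, so its binomial p values are not those of a planned test. A single animal far from the others of its group was looked for with Dixon's test in groups of 4 to 6 animals, which by chance picks out about 1 in 20 groups. It picked out 14 of 102 groups for the gene lists (13.7%), 11 of 72 for cell type markers (15.3%), 3 of 18 for the apoptosis levels (16.7%), and 22 of 264 for named genes (8.33%).

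K113 lay far from the other LAr animals, whose range is given in parentheses, in cytosolic chaperones 12.25 (11.88 to 12.01), cell division and DNA replication 8.50 (8.20 to 8.27), fatty acid oxidation and TCA cycle 12.54 (12.94 to 13.11), branched-chain amino acid catabolism 10.96 (11.44 to 11.66), proximal tubule genes 13.91 (14.69 to 15.04), antiapoptotic genes 11.22 (10.91 to 11.01), proapoptotic genes 9.42 (9.16 to 9.23), PT markers 13.84 (14.78 to 15.05), fibroblast markers 9.00 (7.18 to 7.56), and the Novel2 marker 8.09 (6.51 to 6.75). Among single genes it did so in Bcl2l11 10.79 (9.55 to 9.84), Xbp1 12.00 (11.18 to 11.39), Clu 15.64 (12.68 to 12.98), Maoa 10.48 (11.25 to 11.46), Cxcl16 12.39 (10.88 to 11.16), Trib1 11.47 (9.95 to 10.44), Arrdc3 12.23 (11.04 to 11.39), Dusp6 11.17 (9.63 to 10.04), Setd7 8.98 (7.84 to 8.12), and Mex3c 9.81 (9.13 to 9.33). The paper left K113 out and the values are reported here because it is in the table. An IBA animal under the wrong label is argued against by the RNase P RNA, which was 7.28 in K113, within the LAr animals (7.18 to 8.17) and above the IBA animals (4.48 to 6.46). A lower share of proximal tubule cells as the whole explanation is argued against by the 6 of 11 other cell types whose markers were below every other LAr animal, where all should rise alike. Injury of the proximal tubule cannot be told apart from other explanations, since Havcr1 (6.89) was within the other LAr animals (6.76 to 7.61) but is 1 gene near the lowest levels of the table, while Spp1 (15.72, others 13.26 to 15.05), Clu, and Lcn2 (12.18, others 8.63 to 11.89) lay above the group. A position further along from LAr to IBA cannot be told apart from other explanations, since K113 lay at 0.235 on the IBA/LAr genes, above the other LAr animals (up to 0.185), while 30.5% of its departure over all genes ran along that line. Lists that fall from LAr to IBA went the other way in K113, with immediate early genes 11.45 (10.21 to 10.69), the integrated stress response 10.49 (9.63 to 9.98), and the circadian clock 10.93 (10.50 to 10.77), as did Egr1 12.96 (11.51 to 12.24). A fragment with more medulla is a candidate explanation, as 5 of 7 medullary genes lay above every other LAr animal, where 1.17 were expected (exact binomial p = 0.0020, a test that treats genes as independent). Of the 10 medullary genes listed, 7 were in the table and all 7 are also expressed in the other kidneys, Upk2 least (6.61 to 7.31 in the other LAr animals). Aqp3 read 12.80 (10.54 to 11.33), and Slc6a6 was below the others. An osmotic or vasopressin response would raise several of the same genes and stays open, as does a biological difference of this animal.

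K137 lay far from the other SA animals in Golgi and ER transport 11.40 (11.60 to 11.62), fatty acid oxidation and TCA cycle 12.67 (13.02 to 13.11), and CD-PC markers 14.29 (13.60 to 13.79), and among single genes in Lig1 10.16 (9.11 to 9.28). The share of proximal tubule cells alone is argued against by 5 of 11 other cell types below every other SA animal. Injury of the proximal tubule cannot be told apart from other explanations here either. Havcr1 at 6.15 was below the others (6.73 to 7.72) but is near the lowest levels of the table. Spp1 (14.59) was within the others (14.11 to 14.63). Clu (16.05, others 12.47 to 14.26) and Lcn2 (12.16, others 9.16 to 11.02) lay above the group. A position further from SA toward hibernation (0.525 on the Winter genes) and an SpD animal under the wrong label (0.920 on 7 genes, with SpD animals from 0.0533 to 1.81) cannot be told apart from other explanations, because few genes separate SA from SpD, and 31.2% (to IBA) and 35.4% (to SpD) of the departure ran along those lines. More medulla may explain it, with 5 of 7 medullary genes above every other SA animal (1.40 expected, exact binomial p = 0.0047). Aqp3 read 13.67 (11.13 to 12.15), and Slc6a6 was again below the others.

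K130 lay far from the other SpD animals in DCT markers 11.54 (13.67 to 14.30), CD-Trans markers 9.62 (11.07 to 11.57), and B lymphocyte markers 7.85 (9.71 to 10.06), and in its gene Cd79a, which is that marker. Not every cell type in which K130 did so is listed here. The paper kept K130. A lower share of proximal tubule cells alone is argued against by the 4 of 11 other cell types below every other SpD animal. More medulla may be the explanation here too, with 5 of 7 medullary genes above every other SpD animal (1.40 expected, exact binomial p = 0.0047). Aqp3 read 13.12 (11.60 to 12.35), while Slc6a6 at 12.86 was again below the others (12.99 to 13.37). In every animal other than K113, K137, and K130 at most 1 of the 7 genes lay above the rest of its group.

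Single animals of IBA also stood apart. K75 did in cytosolic chaperones 12.37 (12.08 to 12.15), cilium assembly genes 8.90 (9.11 to 9.20), and proapoptotic level 9.52 (9.63 to 9.65), and in Trib1 10.74 (10.23 to 10.29). K70 did in macrophage markers 9.08 (7.91 to 8.24), and in C1qa 9.18 (8.06 to 8.33) and Cxcl16 11.88 (11.19 to 11.28), where C1qa is 1 of the 2 macrophage genes. K104 did in Etv1 9.35 (9.84 to 9.96) and K69 in Ccl16 7.11 (4.11 to 4.91). In Ent, K64 stood apart in antiapoptotic genes 10.77 (10.98 to 10.99) and antiapoptotic level 10.91 (11.09 to 11.15), and K66 in Sema5a 9.61 (10.51 to 10.87). In SA, K140 stood apart in endothelial markers 10.57 (10.98 to 11.09), K139 in C1qa 7.84 (8.33 to 8.48), and K138 in Bax 9.05 (9.35 to 9.44). In SpD, K77 stood apart in mitochondrial ATP synthesis 12.40 (12.57 to 12.63), and K84 in Cfap70 7.31 (7.79 to 7.94). No explanation, technical or biological, was tested for these.

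The difference between SA and hibernation or between any states was compared between the sexes by an interaction test, which called 1 gene, Gatm (q = 0.0212), at q under 0.05 in the 29 animals, with 400 genes at an unadjusted p under 0.05, and 0 genes in all 31. Shuffling sex within each state gave as many genes in 15 of 100 shuffles, so chance cannot be excluded. The call was absent (0 genes) without SA replicate 139, without Ent replicates 64, 66, 155, or 167, and without SpD replicates 80, 83, 84, or 130. It was 31 without SpD replicate 77.

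Havcr1, which the paper does not name, was lower in SpD than in IBA (log2 -2.39, q = 2.6e-04). A difference between the experiments as the whole explanation is argued against by experiment 2 taken alone, where IBA exceeded SpD by 1.21 with no overlap of 2 animals and 2. Over the alternatives q lay between 6.5e-05 and 0.105, the highest in experiment 2, and it was above 0.001 without IBA replicate 70 (0.0012) and SpD replicates 80 (0.0010) and 83 (0.0012). In a fit of the 2 groups alone q was 0.0135. Whether the difference reflects injury in IBA or the season is not tested.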

How the results depend on the processing

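Of the alternatives in this part, the exact test of list means and the pattern assignment of as many genes as the paper calls were chosen after the data were seen. Where a result did not hold, the cause was not tested, except where fewer animals, fewer genes, or another threshold is the setting itself.

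Across states the count of 1201 DE genes became 718 in all 31 animals, 2436 with animal weights, and 3133 at a threshold of 0.01. In all 31 animals SA/SpD had 0, IBA/SA 49, Ent/IBA 22, IBA/LAr 92, and SpD/IBA 67. Without a term for experiment SA/SpD had 0 and IBA/LAr 47. With animal weights SA/SpD had 1, Ent/IBA 871, IBA/LAr 723, and SpD/IBA 415. The weights ran from 0.13 (K66) to 9.92 (K69). In experiment 2 only, with fewer animals, SA/SpD had 100, IBA/SA 133, Ent/IBA 0, IBA/LAr 47, and SpD/IBA 0. At a threshold of 0.01 SA/SpD had 182, IBA/SA 1352, Ent/IBA 500, IBA/LAr 878, and SpD/IBA 594. In a fit of only the 2 groups compared, with fewer animals behind the spread, SA/SpD had 0, IBA/SA 41, Ent/IBA 0, IBA/LAr 5, and SpD/IBA 0. The counts at an unadjusted p under 0.05 in limma with the 29 animals were 3741 for SA/SpD, 3778 for Ent/IBA, and 3419 for SpD/IBA. No sex term, no intensity trend, a robust prior variance, and median centering left the total of each pair within 1.5 times.

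With 1 animal left out, SA/SpD ranged from 1 (without SA replicate 139) to 23 (without SpD replicate 84), IBA/SA from 146 (IBA 104) to 509 (Ent 64), Ent/IBA from 15 (IBA 75) to 140 (IBA 171), IBA/LAr from 88 (IBA 104) to 311 (IBA 171), and SpD/IBA from 54 (IBA 70) to 198 (Ent 66). Animals that moved a count by more than 1.5 times are named with it where the pair is described above.

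Of the 119 list tests, camera passed 47, fry 32, the estimated correlation 2, and the exact test of list means 0 (34 at an unadjusted p under 0.05). In all 31 animals chaperones in IBA/LAr (0.18, q = 0.053), cell division in SpD/IBA (-0.12, q = 0.066), and fatty acid oxidation in SpD/IBA (0.077, q = 0.073) no longer passed. In experiment 2 only, DNA repair passed in IBA/SA (0.10, q = 0.037) and SpD/IBA (-0.091, q = 0.047). There splicing in Ent/IBA (-0.0047, q = 0.757), cilium assembly in Ent/IBA (0.04, q = 0.483), and mitochondrial ATP synthesis in Ent/IBA (0.030, q = 0.347) no longer passed. Fatty acid oxidation in SpD/IBA (-0.088, q = 0.251) changed direction. Under fry DNA repair passed in IBA/SA (0.088) and SpD/IBA (-0.063), as did the proapoptotic list in both pairs, while splicing (-0.085), mitochondrial ATP synthesis (0.16), and fatty acid oxidation (0.15) in Ent/IBA and fatty acid oxidation in SpD/IBA (0.077) did not. With the estimated correlation no longer passing were, in IBA/SA, mitochondrial ATP synthesis (-0.30), cell division (0.25), fatty acid oxidation (-0.27), and branched-chain amino acid catabolism (-0.65), and in Ent/IBA chaperones (-0.29), splicing (-0.085), cilium assembly (0.16), mitochondrial ATP synthesis (0.16), and fatty acid oxidation (0.15). The same held for immediate early genes (-0.86) and chaperones (0.23) in IBA/LAr and in SpD/IBA mitochondrial ATP synthesis (0.19), cell division (-0.12), fatty acid oxidation (0.077), and branched-chain amino acid catabolism (0.41).

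With 1 animal left out, DNA repair in IBA/SA ranged from 0.080 (without IBA replicate 104) to 0.10 (without IBA replicate 75, q = 0.044), and it also passed without SpD replicate 84 (q = 0.049). Splicing in Ent/IBA ranged from -0.11 (IBA 171) to -0.053 (Ent 66, q = 0.133) and was also lost without IBA replicate 75 (q = 0.139). Cell division in SpD/IBA ranged from -0.13 (IBA 75) to -0.10 (IBA 171, q = 0.086) and was also lost without SpD replicate 77 (q = 0.061). DNA repair in SpD/IBA ranged from -0.078 (IBA 75, q = 0.038) to -0.050 (SpD 84). Fatty acid oxidation in SpD/IBA ranged from 0.0035 (SpD 77, q = 0.614) to 0.13 (IBA 171) and was also lost without IBA replicate 75 (q = 0.066).

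The share of DE genes assigned to a pattern, 90.0%, was 96.8% with r above 0.7 and 54.5% with r above 0.9. With fitted state means the share in the seasonal patterns was 23.4%, and 38.9% with SA_high and SA_low. In all 31 animals 93.0% were assigned, and the share with SA_high and SA_low was 39.1%. With as many genes as the paper calls, 80.4% were assigned. Leaving out 1 animal gave 86.6% (Ent 64) to 91.6% (SA 140) assigned, 25.5% (IBA 171) to 35.4% (SpD 130) seasonal, and 36.3% (SA 139) to 50.1% (SpD 130) with SA_high and SA_low.

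The position of K113 between LAr and IBA, 1.11 over all genes, was 0.235 on genes past the threshold between the 2 states, 0.989 on the 500 most variable genes, and 0.751 in experiment 2 only. That of K137 between SA and IBA was 0.679, 0.545, and 0.632 in the same 3 settings and 0.693 (without SA replicate 140) to 0.852 (without SA replicate 138). Between SA and SpD it was 0.799 on the 500 most variable genes and 0.817 in experiment 2 only, and 0.871 (without SpD replicate 130) to 1.10 (without SA replicate 138). The difference between antiapoptotic and proapoptotic levels was 1.75 with the mean of log2 values, and the proapoptotic level then no longer differed across states (range 0.15, permutation p = 0.057). The interaction of sex and state called 0 genes in all 31 animals and 0 (without SA replicate 139) to 31 (without SpD replicate 77) with 1 animal left out. Depth was not given in the sources used here, so its effect on these results is unknown.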

Differences from the paper's values

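Each sentence gives the value here, the paper's value, and the alternatives, among those set before the data were examined, under which the values no longer differed by more than 1.5-fold. Fits without 1 animal are counted apart, as the number in which the gap closed, and where none is given the gap closed in none of them. The paper's counts are those of the authors' DESeq2 run. Here limma was used on the deposited values. Fold sizes here are differences of batch-corrected rlog values, whereas the paper's are shrunken log2 fold changes that DESeq2 computed from counts. Fold sizes and counts of genes at least 2-fold are therefore unlike measures, and a gap in them alone does not show a different result. A setting with as many genes as the paper calls, taken by lowest p, was chosen after seeing the values and gave 749 genes in the seasonal patterns, 643 uniquely increased in hibernation, and 858 restored to active levels.

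Over all states, DE genes across states numbered 1201 (the paper's 3446, gap closed under animal weights and a threshold of 0.01) and their share of tested genes was 9.34% (the paper's 26.8%, gap closed under animal weights and a threshold of 0.01).

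For groups of patterns, genes in the seasonal patterns numbered 312 (the paper's 784, gap closed under no alternative), genes uniquely increased in hibernation numbered 241 (the paper's 595, gap closed under no alternative), and genes restored to active levels numbered 361 (the paper's 878, gap closed under no alternative).

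By pattern, Winter_high held 149 (the paper's 366, gap closed under no alternative), LAr_high held 24 (the paper's 41, gap closed under all 31 animals, r above 0.7, and fitted state means), LAr_IBA_high held 16 (the paper's 51, gap closed under no alternative), and IBA_high held 26 (the paper's 124, gap closed under no alternative). Next, Cold_high_EH held 139 (the paper's 293, gap closed under no alternative), Cold_high_EM held 25 (the paper's 70, gap closed under fitted state means), Winter_low held 163 (the paper's 418, gap closed under no alternative), and Cold_low_EL held 228 (the paper's 485, gap closed under no alternative). Of other patterns, Cold_low_EM held 79 (the paper's 190, gap closed under fitted state means), Cold_low_EH held 6 (the paper's 20, gap closed under fitted state means), LAr_low held 4 (the paper's 22, gap closed under no alternative), and LAr_IBA_low held 13 (the paper's 46, gap closed under no alternative). Then IBA_low held 31 (the paper's 115, gap closed under no alternative), SA_high held 108 (the paper's 295, gap closed under no alternative), SA_low held 59 (the paper's 218, gap closed under no alternative), and no_cor held 120 (the paper's 676, gap closed under r above 0.9).

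For SA/SpD, DE genes numbered 7 (the paper's 184, gap closed under a threshold of 0.01), increased genes numbered 5 (the paper's 102, gap closed under experiment 2 only and a threshold of 0.01), and decreased genes numbered 2 (the paper's 82, gap closed under a threshold of 0.01). In SA/SpD, increased at least 2-fold numbered 5 (the paper's 24, gap closed under a threshold of 0.01, and in 1 of 29 fits without 1 animal, SpD 84), decreased at least 2-fold numbered 0 (the paper's 13, gap closed under no alternative), and fraction at least 2-fold was 0.714 (the paper's 0.20, gap closed under a threshold of 0.01). In SA/SpD, largest fold increase was 4.73 (the paper's 16.0, gap closed under experiment 2 only and a threshold of 0.01, and in 1 of 29 fits without 1 animal, SpD 84), largest fold decrease was 1.6 (the paper's 2.4, gap closed under experiment 2 only and a threshold of 0.01, and in 8 of 24 fits without 1 animal, IBA 70, IBA 75, IBA 171, Ent 64, Ent 155, SpD 77, SpD 83, and SpD 84), and unknown genes numbered 0 (the paper's 28, gap closed under no alternative). In SA/SpD, fraction unknown was 0 (the paper's 0.15, gap closed only in 2 of 29 fits without 1 animal, among them IBA 75).

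For IBA/SA, DE genes numbered 405 (the paper's 882, gap closed under no alternative), increased genes numbered 88 (the paper's 328, gap closed under no alternative), and decreased genes numbered 317 (the paper's 554, gap closed only in 2 of 29 fits without 1 animal, Ent 64 and Ent 167). In IBA/SA, increased at least 2-fold numbered 6 (the paper's 36, gap closed under no alternative), decreased at least 2-fold numbered 110 (the paper's 261, gap closed under a threshold of 0.01), and largest fold increase was 4.27 (the paper's 14.4, gap closed under no alternative). In IBA/SA, largest fold decrease was 25.3 (the paper's 83.1, gap closed under no alternative), unknown genes numbered 18 (the paper's 102, gap closed under a threshold of 0.01), and fraction unknown was 0.0444 (the paper's 0.12, gap closed under experiment 2 only).

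For Ent/IBA, DE genes numbered 96 (the paper's 411, gap closed under a threshold of 0.01), increased genes numbered 32 (the paper's 159, gap closed under a threshold of 0.01), and decreased genes numbered 64 (the paper's 252, gap closed under a threshold of 0.01). In Ent/IBA, increased at least 2-fold numbered 2 (the paper's 10, gap closed under animal weights), decreased at least 2-fold numbered 2 (the paper's 8, gap closed under animal weights, and in 1 of 29 fits without 1 animal, IBA 171), and largest fold increase was 2.53 (the paper's 4.0, gap closed under animal weights, and in 2 of 29 fits without 1 animal, IBA 171 and Ent 167). In Ent/IBA, unknown genes numbered 4 (the paper's 44, gap closed under animal weights and a threshold of 0.01) and fraction unknown was 0.0417 (the paper's 0.11, gap closed only in 3 of 29 fits without 1 animal, IBA 69, Ent 167, and SpD 77).

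For IBA/LAr, DE genes numbered 184 (the paper's 686, gap closed under animal weights and a threshold of 0.01), increased genes numbered 124 (the paper's 459, gap closed under animal weights and a threshold of 0.01), and decreased genes numbered 60 (the paper's 227, gap closed under animal weights and a threshold of 0.01). In IBA/LAr, increased at least 2-fold numbered 7 (the paper's 128, gap closed under no alternative), decreased at least 2-fold numbered 25 (the paper's 50, gap closed under a threshold of 0.01), and largest fold increase was 2.59 (the paper's 54.2, gap closed under no alternative). In IBA/LAr, largest fold decrease was 7.94 (the paper's 46.0, gap closed under no alternative) and unknown genes numbered 27 (the paper's 98, gap closed under a threshold of 0.01).

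For SpD/IBA, DE genes numbered 161 (the paper's 492, gap closed under animal weights and a threshold of 0.01), increased genes numbered 107 (the paper's 300, gap closed under animal weights and a threshold of 0.01), and decreased genes numbered 54 (the paper's 192, gap closed under animal weights and a threshold of 0.01). In SpD/IBA, increased at least 2-fold numbered 25 (the paper's 119, gap closed under no alternative), decreased at least 2-fold numbered 7 (the paper's 33, gap closed under no alternative), and fraction at least 2-fold was 0.199 (the paper's 0.31, gap closed under all 31 animals, no batch term, no sex term, median-centred, and also past the threshold across states, and in 28 of 29 fits without 1 animal, all but Ent 66). In SpD/IBA, largest fold increase was 3.62 (the paper's 7.8, gap closed under animal weights and a threshold of 0.01), largest fold decrease was 5.24 (the paper's 13.3, gap closed under no alternative), and unknown genes numbered 17 (the paper's 54, gap closed under a threshold of 0.01).

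Beyond these values, the paper assigns Hspa1b to Cold_low_EL and Bak1 and Bax to IBA_high. Here they had q = 0.0055, 0.0058, and 0.0066 across states, and all 3 passed at a threshold of 0.01, while Bak1 also passed with animal weights (1.0e-04). Their patterns were the ones the paper gives, with r of 0.929, 0.892, and 0.975. The paper reports positive regulation of the unfolded protein response among the functions of its IBA_high genes. The unfolded protein response list here differed by 0.02 between IBA and LAr (camera q = 0.975) in the 29 animals. DNA repair is among the functions the paper finds increased in Ent, where the list here differed from IBA by 0.02 (camera q = 0.485). Both lists were written from general knowledge and not taken from the paper's terms, so these values do not contradict its enrichments. The paper calls the markers of Novel1 cells well represented, and neither gene tried for them here was in the table, although its own marker genes need not be these.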

Other observations

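The tests of the likeness of K113 and K137, of immediate early genes by experiment, of the authors' batch correction, of the shift of the median, and of the lower cell types taken together were chosen after the result was seen.

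For the counts of DE genes, the labels of the animals were shuffled into 100 splits with groups of the same sizes, the real one included. Only the real split, 1 of 100, gave as many DE genes across states or in any pair reported here. Chance can be excluded by that share for these counts other than SA/SpD. For SA/SpD, 7 genes stood against 6 in another split, a margin too small to decide. That count was also 0 in all 31 animals and without a term for experiment. The highest count in another split was 6 for SA/SpD, 5 for Ent/IBA, 2 for IBA/SA, and 0 for the others. For the number of list tests passed by camera, 6 of 100 splits gave as many, with a median of 31 and a highest of 51 against 47, so chance cannot be excluded for that number as a whole.

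Genes that differed between the experiments once the state was in the model numbered 5, and 4 of 100 shuffles of the experiment within IBA, Ent, and SpD gave as many, the real one included (median 0, highest 584). Chance can be excluded for this count by that share, but narrowly, and 5 genes are far fewer than the highest. The means of the experiments over all 31 animals were equal for every gene to within 7.11e-15. This is consistent with a batch correction made without the states in its model, which would move the states toward each other where the experiments hold different states.

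Immediate early genes were higher in the IBA animals of experiment 1 than in those of experiment 2 by 0.68, with no overlap of 3 and 2 animals. In Ent the difference was 0.173 and in SpD 0.12. A shift between the experiments common to the states is argued against, since the smallest difference between an IBA animal of experiment 1 and one of experiment 2 (0.425) was above the largest such difference in Ent (0.42, by little) and in SpD (0.257). A difference in the IBA animals alone, such as in the time since arousal or in handling, was not tested and stays open.

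The departures of K113 and K137 from their groups correlated across genes with r = 0.756, above each of the other 399 of the 400 pairs of animals of different states. That each lay further along its own transition is argued against by the transitions themselves, which correlated less (r of 0.261 for LAr to IBA with SA to IBA and -0.20 with SA to hibernation). A shared source such as the part of the kidney sampled may explain it, and was tested with the medullary genes only.

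The share of genes assigned to a pattern was 90.0%, and shuffled labels gave a median of 33.6%, with a range of 7.41% to 84.4% over 99 shuffles. Patterns that fit most state means by chance are thus argued against as the whole explanation.

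More genes were higher than lower in IBA against LAr (67.4%) and Ent (66.7%). After centering each animal to a common median the share against LAr was 54.6% (46.6% to 62.4%) and that against Ent 52.6% (40.8% to 64.2%). The median over genes of the log2 difference was -0.0074 for IBA/LAr and -0.0051 for Ent/IBA, so the typical gene was hardly shifted, whereas centering takes the fitted difference between the medians of the animals (0.037 and -0.034) off every gene and by itself removes genes of 1 direction. A shift of the median of all genes therefore cannot be told apart from a true excess by this test, and both stay open.

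Metabolic genes were lower in IBA than in SA. A lower share of proximal tubule cells should raise the markers of every other cell type alike. Those of 3 of the 11 other types were lower in IBA at an unadjusted exact p under 0.05, and 4 were higher by at most 0.03. No type passed after adjustment (lowest q 0.095), but with 5 and 4 animals 1 type alone cannot. Taken together, 2 of the 126 splits of these animals gave as many lower types, the real one included (exact permutation p = 0.016), so a lower share is argued against as the whole explanation. A change of expression within proximal tubule cells and a change of sampled region both stay open.

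The remaining genes of the naming rule were DE, but each call was lost in some of the alternatives or left-out animals, as counted here. For SA/SpD these included Xdh (log2 2.24, q = 9.1e-04, not held in 22 of 40, highest q 0.0827) and Etv1 (log2 1.24, q = 5.8e-04, not held in 15 of 40, highest q 0.111). Also in SA/SpD was Lig1 (log2 -0.58, q = 8.9e-04, not held in 27 of 40, highest q 0.17). For IBA/SA these included Ccl16 (log2 -3.76, q = 3.9e-04, not held in 8 of 39, highest q 0.0421) and Cxcl16 (log2 1.21, q = 7.3e-05, not held in 3 of 40, highest q 0.0415). For Ent/IBA these included Asb5 (log2 0.81, q = 9.1e-04, not held in 25 of 39, highest q 0.398) and Smyd3 (log2 0.77, q = 4.9e-04, not held in 11 of 40, highest q 0.188). Also in Ent/IBA were Tnfrsf12a (log2 -1.19, q = 8.7e-04, not held in 26 of 40, highest q 0.274) and Fam109a (log2 -1.05, q = 4.5e-04, not held in 8 of 40, highest q 0.103). Also in Ent/IBA was Trib1 (log2 -0.76, q = 9.7e-04, not held in 29 of 40, highest q 0.102). For IBA/LAr these included Setd7 (log2 1.04, q = 7.8e-04, not held in 26 of 40, highest q 0.0242) and Arrdc3 (log2 1.38, q = 4.3e-05, not held in 4 of 40, highest q 0.0082). Also in IBA/LAr was Fam109a (log2 1.02, q = 8.8e-04, not held in 26 of 40, highest q 0.006). For SpD/IBA these included Slc6a20 (log2 1.75, q = 6.2e-04, not held in 12 of 40, highest q 0.0203) and Sorcs1 (log2 1.73, q = 4.5e-04, not held in 8 of 39, highest q 0.0236). Also in SpD/IBA was Tnfrsf12a (log2 -1.58, q = 4.1e-05, not held in 2 of 40, highest q 0.0796).

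By camera, other list differences in the 29 animals were as follows. Proximal tubule genes differed by 0.78 in SA/SpD (q = 8.5e-05) and -0.55 in IBA/LAr (q = 0.0056). Genes of fatty acid oxidation and TCA cycle differed by 0.20 in SA/SpD (q = 8.5e-05). Genes of branched-chain amino acid catabolism differed by 0.24 in SA/SpD (q = 1.5e-04) and -0.29 in IBA/LAr (q = 2.6e-05). Genes of mitochondrial ATP synthesis differed by 0.10 in SA/SpD (q = 0.0024) and -0.12 in IBA/LAr (q = 3.6e-04). Cytosolic chaperones differed by 0.20 in SA/SpD (q = 4.6e-05) and -0.15 in IBA/SA (q = 0.0414), splicing genes by -0.10 in SA/SpD (q = 0.033), and Golgi genes by 0.14 in SA/SpD (q = 1.9e-04) and -0.12 in IBA/SA (q = 0.0092). The proximal tubule call was lost without SpD replicate 130 in SA/SpD (0.22, q = 0.172). Chaperones in IBA/SA were not past 0.05 in all 31 animals (q = 0.0825) or without SA 139 (0.123), SA 140 (0.0532), IBA 70 (0.0508), IBA 104 (0.0779), IBA 171 (0.0991), Ent 64 (0.0613), Ent 167 (0.0566), and SpD 83 (0.0598), each left out in turn. Splicing genes in SA/SpD were not without SA 138 (0.0646), SA 141 (0.0633), Ent 66 (0.0532), Ent 167 (0.0539), SpD 83 (0.0564), SpD 84 (0.0519), and SpD 130 (0.0866), nor in experiment 2 only (q = 0.0608) or without a term for experiment (q = 0.0507). In all 31 animals mitochondrial ATP synthesis (0.030, q = 0.50) and branched-chain amino acid catabolism (0.13, q = 0.075) in SA/SpD and Golgi genes in IBA/SA (-0.072, q = 0.075) no longer passed, nor did mitochondrial ATP synthesis in SA/SpD in experiment 2 only (0.070, q = 0.104). Under fry the lists of splicing, mitochondrial ATP synthesis, fatty acid oxidation, and proximal tubule in SA/SpD, chaperones in IBA/SA, and mitochondrial ATP synthesis and proximal tubule in IBA/LAr did not pass, and with the estimated correlation none of these differences did. The antiapoptotic genes differed by -0.05 in IBA/SA (q = 0.659), and the fibrosis list differed by -0.20 in IBA/SA (q = 0.737) and 0.07 in SpD/IBA (q = 0.894). The list means and medians differed in sign for DNA repair in IBA/LAr (mean 0.02, median -0.02).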
